# Extracellular vesicle transfer of miR-1 to adipose tissue modifies lipolytic pathways following resistance exercise

**DOI:** 10.1172/jci.insight.182589

**Published:** 2024-11-08

**Authors:** Benjamin I. Burke, Ahmed Ismaeel, Douglas E. Long, Lauren A. Depa, Peyton T. Coburn, Jensen Goh, Tolulope P. Saliu, Bonnie J. Walton, Ivan J. Vechetti, Bailey D. Peck, Taylor R. Valentino, C. Brooks Mobley, Hasiyet Memetimin, Dandan Wang, Brian S. Finlin, Philip A. Kern, Charlotte A. Peterson, John J. McCarthy, Yuan Wen

**Keywords:** Metabolism, Muscle biology, Adipose tissue, Skeletal muscle, Transport

## Abstract

Extracellular vesicles (EVs) have emerged as important mediators of intertissue signaling and exercise adaptations. In this human study, we provide evidence that muscle-specific microRNA-1 (miR-1) was transferred to adipose tissue via EVs following an acute bout of resistance exercise. Using a multimodel machine learning automation tool, we discovered muscle primary miR-1 transcript and CD63^+^ EV count in circulation as top explanatory features for changes in adipose miR-1 levels in response to resistance exercise. RNA-Seq and in-silico prediction of miR-1 target genes identified caveolin 2 (*CAV2*) and tripartite motif containing 6 (*TRIM6*) as miR-1 target genes downregulated in the adipose tissue of a subset of participants with the highest increases in miR-1 levels following resistance exercise. Overexpression of miR-1 in differentiated human adipocyte-derived stem cells downregulated these miR-1 targets and enhanced catecholamine-induced lipolysis. These data identify a potential EV-mediated mechanism by which skeletal muscle communicates with adipose tissue and modulates lipolysis via miR-1.

## Abstract 2

Upon exercise, a muscle-specific microRNA is packaged into vesicles and delivered to adipose tissue, where it enhances lipid breakdown.

## Introduction

Extracellular vesicles (EVs) are cell-derived endosomal or plasma membrane-bound structures released from cells (1). Although initially thought to be a mechanism to rid cells of unneeded or unwanted material, it has since been found that EVs are also an important means of intercellular communication, facilitating the transfer of various bioactive molecules, including microRNAs (miRs), between cells and tissues (2–7). In addition to being the largest organ in the human body, skeletal muscle also acts as an endocrine tissue, which may regulate the metabolism of other tissues through secretion of myokines, as well as other cargo carried by EVs (8). Because of the heightened skeletal muscle metabolism and activity during exercise, a number of studies have assessed the dynamics of EV release following various exercise interventions. These studies show that circulating EVs are increased following an acute bout of exercise in both animal models and in human participants (9–16). Studies have also demonstrated that intertissue signaling via EVs may contribute to exercise adaptations (17, 18). Using a mouse model of resistance exercise, we previously reported that skeletal muscle communicates with adipose tissue through EV-delivery of miR-1 (18), a conserved, highly expressed muscle-specific miR (19). Upon delivery, miR-1 promoted adrenergic signaling and lipolysis in adipose tissue. We also found that in human research participants, miR-1 levels were reduced in skeletal muscle 30 minutes after an acute bout of resistance exercise, accompanied by an increased abundance of miR-1 in plasma EVs (18).

In this study, we found that muscle-specific miR-1 increases in circulating EVs and adipose tissue in response to acute resistance exercise concurrent with increased miR-1 production in skeletal muscle, suggesting a pathway of inter-organ communication mediated by EVs. In adipose tissue, miR-1 acts upon several target genes to modulate lipid metabolism through enhanced catecholamine-induced lipolysis. Overall, these findings provide evidence of EV-mediated cross-tissue communication between skeletal muscle and adipose tissue in humans, suggesting a potential mechanism by which exercise may influence adipose tissue metabolism.

## Results

### Acute resistance exercise in humans induces increased production of skeletal muscle miR-1 concurrent with increased miR-1 in EVs and adipose tissue.

Previously, we found that in response to mechanical overload, a model of resistance exercise in mice, EV-delivered skeletal muscle miR-1 enhanced catecholamine sensitivity in adipose tissue (18). Additionally, in a small sample of human participants, an acute bout of lower body resistance training (i.e., leg press and knee extension) led to reduced skeletal muscle miR-1, with a concomitant increase of miR-1 levels in plasma EVs 30 minutes after exercise (18). Thus, we sought to further explore the potential axis of EV-mediated communication between skeletal muscle and adipose tissue in humans, with both skeletal muscle and adipose tissue biopsies and blood draws at several time points. To this end, we performed the study outlined in Figure 1A, where blood draws, muscle, and adipose tissue biopsies were taken at indicated time points. Participant characteristics are described in Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182589DS1 Baseline blood draw and biopsies (BL) were carried out approximately 1 week prior to a high-intensity, whole-body resistance exercise bout. Blood was drawn immediately (T-0), 30 (T-30), 60 (T-60), and 90 (T-90) minutes after exercise. Biopsies of skeletal muscle and subcutaneous adipose tissue were taken approximately 45 and 70 minutes after exercise (post), respectively. The expression of miR-1 did not change in skeletal muscle after exercise relative to BL; however, the expression of miR-1 primary transcript A (pri-miR-1a), one of the primary transcripts for miR-1, was significantly increased 2.5-fold (*P* < 0.001) (Figure 1B). Increased production of primary miR-1 transcript without a change in the levels of the mature form of miR-1 suggests increased export of miR-1 from skeletal muscle after exercise. To further confirm release of miR-1 into circulation, we measured levels of serum EV-associated miR-1 using exoEasy membrane-affinity purification at all 4 time points after the acute resistance bout, normalized to BL. After an initial significant decrease at T-0 (*P* < 0.01), circulating EV miR-1 levels were significantly increased by T-90 (*P* < 0.01) (Figure 1C). In addition, there was a concomitant significant increase in adipose miR-1 levels (*P*= 0.02) after exercise relative to BL, without any change in pri-miR-1b and no detection of pri-miR-1a (Figure 1D). Taken together, these results support a mechanism of miR-1 export from skeletal muscle into circulation by EVs in response to an acute bout of resistance exercise in humans. The data also demonstrate an increase in mature muscle-specific miR-1 levels in adipose tissue, potentially via EV-mediated uptake.

### Acute resistance exercise produces few alterations in EV size and population composition in humans.

To characterize the EV phenotype in response to an acute bout of resistance exercise in humans, we utilized single-particle interferometric reflectance imaging sensor coupled with immunocapture and immunofluorescence (ExoView) technology to comprehensively characterize the changes in serum EV profiles at BL and T-30. The 30-minute time point was chosen because several myokines and muscle-derived factors have been previously shown to peak in circulation approximately 30 minutes after acute exercise training (20–22). The workflow for the protein-capture ExoView platform is outlined in Supplemental Figure 1A; using specific fluorochrome-conjugated antibodies targeting the canonical tetraspanin EV markers, CD63, CD81, and CD9 allowed for direct analysis at a single EV level of detection (23). The ExoView analyses revealed few alterations in overall percentage of tetraspanin-labeled EVs or EV particle size at T-30 (Supplemental Figure 1, B–D), possibly due to high variability among participants. A small but significant increase in the proportion of EVs labeled with only CD9 (*P* = 0.04) (Supplemental Figure 1B) and an increase in the particle size of EVs labeled with only CD81 (*P* = 0.02) (Supplemental Figure 1C) were observed at T-30 relative to BL.

### Sex and adiposity alter EV response to acute resistance exercise.

Studies have suggested that adiposity and sex may influence EV characteristics including particle size and tetraspanin profiles (24). Thus, we sought to investigate interactions of the factors of sex and adiposity (body fat percentage; BF%) with the EV characteristics following an acute bout of resistance exercise. We separated individuals with high and low BF% according to the following criteria: males: > 30% (*n* = 7) and < 30% (*n* = 10), respectively; females: > 40% (*n* = 7) and < 40% (*n* = 5), respectively. There were significant interaction effects of exercise and sex on the number of total (*P* = 0.05, Supplemental Figure 2A) and CD9/CD63 double-positive particles (*P* = 0.04, Supplemental Figure 2B), along with trending interaction effects of exercise and sex on CD9-only (*P* = 0.06, Supplemental Figure 2C) and CD9/CD63/CD81 triple-labeled particle number (*P* = 0.09, Supplemental Figure 2D). There was also a significant interaction effect of exercise and BF% on the number of CD9/CD63 double-positive particles (*P* = 0.02, Supplemental Figure 2B) and a trending interaction effect of exercise and BF% on the number of C63-only particles (*P* = 0.07, Supplemental Figure 2E). There were no interaction effects of exercise and sex or BF% on particle counts for CD81-only, CD9/CD81 double-labeled, or CD63/CD81 double-labeled particles (Supplemental Figure 2, F–H). These data demonstrate for the first time that EV particle size and the serum composition of EV subtypes are impacted by resistance exercise and may be influenced by sex and adiposity. Notably, it appears that many of the interaction effects described above are driven by the male high-BF% group.

### Machine learning identifies CD63 EVs as a major contributor to exercise-induced changes in adipose miR-1.

We next interrogated the relationship between changes in miR-1 levels in serum EVs, adipose, and muscle tissue with potential predictors such as age, sex, BMI, visceral fat mass, and measures of muscle mass (Supplemental Table 2). Forward step-wise linear regression analyses did not identify any significant statistical predictors of miR-1 changes in serum EVs, adipose, or muscle. Paired with our observed variability in the response among participants for most of our measurements (e.g., miR-1 changes and EVs tetraspanin abundance), these findings suggested to us several possibilities, including limitations of statistical assumptions, lack of statistical power, and/or presence of latent nonlinear biological variables that impede the applicability of a regression approach. To address these limitations, we used machine learning to identify important features that predict adipose miR-1 change after exercise. To this end, we utilized the web-based tool for machine learning and automatic parameter tuning, CLASSify (25), to build and optimize 3 nonparametric models: K-Nearest Neighbors, Neural Network, and Logistic Regression, by grouping participants into low (< 0.5-fold; *n* = 7), medium (0.5–2-fold; *n* = 15), and high (> 2-fold; *n* = 10) change in adipose miR-1 expression after exercise (Figure 2A). Combining different machine learning models like K-Nearest Neighbors, Neural Networks, and Logistic Regression can leverage the strengths of each method, as each algorithm has a different approach to learning from data. Since different models may perform better on different parts of the data, combining models allows for better handling of different data characteristics (26). Three technical replicates were performed for each machine learning algorithm, and only the features that were consistently identified in all 3 replicates were retained (indicated by “1” in Figure 2B). Summation of the retained features among all 3 models gives the total feature score (max = 3, Figure 2B, column 1).

As expected of the positive control, the change in adipose miR-1 levels after exercise was identified by all 3 models to predict participant grouping, demonstrating the validity of the machine learning approach. In addition, other variables identified by 2 of the 3 algorithms to predict participant grouping were muscle pri-miR-1b, BMI, CD63 count at T-30, and age (Figure 2B, green boxes). The values for each of these features are plotted in Figure 2, C–F after separating into the low, medium, and high change in adipose miR-1 groups. These relationships were likely not detected with our initial classical statistical analysis due to their nonlinear nature and uneven variability, which can be appreciated most clearly for the variables of BMI (Figure 2D) and CD63 count at T-30 (Figure 2E). The positive relationship between muscle pri-miR-1b and adipose miR-1 further supports our previous findings suggesting that increased miR-1 in adipose tissue may originate from skeletal muscle in a conserved mechanism between mice and humans in response to mechanical loading (18). Furthermore, the finding that CD63^+^ EV count at T-30 predicts changes in adipose miR-1 suggests that this EV subtype might mechanistically determine the source of increased miR-1 in adipose tissue; alternatively, CD63 may be an integral contributor to EV biogenesis in the exercise response.

### RNA-Seq analyses reveal elevated EV uptake pathways in participants with high adipose miR-1 in response to exercise and identifies potential miR-1 target genes.

We previously found that, in response to mechanical overload in mice, skeletal muscle–derived miR-1 promotes lipolysis in adipose tissue by modulating β-adrenergic signaling, specifically via a transcription factor AP-2-α-CCAAT enhancer binding protein α–β adrenergic receptor 3 ((TFAP2-α-CEBP-α–ADR-β3) mechanism (18). However, in the current study, an acute bout of resistance exercise in humans did not have an effect on the expression of *ADR-*β*3*, *TFAP2-*α, or *CEBP-*α (Supplemental Figure 3). Instead, there was a significant increase in the expression of *ADR-*β*1* (*P* < 0.01) and *ADR-*β*2* (*P* = 0.02) genes in adipose tissue after exercise (Supplemental Figure 3). Notably, *ADR-*β*1* and *ADR-*β*2* predominate in human adipocytes, while *ADR-*β*3* is lowly expressed (27).

To determine whether miR-1 was altering adipose gene expression, we performed bulk RNA-Seq on post-exercise adipose tissue biopsies from the 6 participants with the highest increase in miR-1 (High) compared to the 6 participants with the greatest reduction in adipose miR-1 (Low) after exercise (Figure 3A). 

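The adipose RNA-Seq comprised 12 libraries, 1 from each of the 6 participants in the High miR-1 group and 1 from each of the 6 participants in the Low miR-1 group. All 12 came from biopsies taken after exercise, so the values compare the groups at that time and not each participant with baseline. A fixed list of 33 skeletal muscle genes, tested because an adipose biopsy can hold RNA of other tissues, summed to 374, 221 and 222 counts per 1e6 counts (CPM) in High replicates 1, 2 and 6. The other 3 High libraries had 82.9 to 98.4 CPM and the Low libraries 73.3 to 135 CPM. The means of 182 ± 113 and 94.9 ± 24.2 CPM (SD, n = 6 per group) gave P = 0.0952 in an exact two-sided permutation test. Part of the sum came from genes present in every library, such as *PYGM*, with 13.7 CPM or more in each. In Low replicate 4 *PYGM* had 65.8 of the 135 CPM, while *ACTA1*, encoding skeletal muscle actin, had 0.231. The sum therefore does not measure muscle RNA alone. A list of 26 adipocyte genes summed to 36920 ± 7476 CPM in High and 45000 ± 7368 CPM in Low (SD, n = 6 per group; P = 0.0866, exact permutation test). High libraries held 31676893 to 40381360 reads assigned to genes (median 39799568) and Low libraries 37467138 to 56905338 (median 47175662.5). Genes encoded by mitochondrial DNA took 14.2% ± 3.22 of the reads in High and 13.6% ± 2.53 in Low (SD, n = 6 per group). The authors aligned the reads to the human genome (build hg38 in the submitters' processing notes) with STAR and counted them with featureCounts 1.6.4 over the exons of each RefSeq gene. The counting took no account of strand and counted a read over several genes for each of them, so overlapping genes share reads. It took each read singly, and 63.3% to 70.4% of the counts above 0 in a library were even, where 50% would be for independent reads, so both ends of many fragments were counted and the depth in fragments is lower than in reads. Genes with copies on alternate loci of the genome can lose reads that map to both copies. The deposited counts cover 49771 genes, of which 32015 had at least 1 read, and 19555 passed edgeR's expression filter. These were tested with edgeR's quasi-likelihood test on library sizes normalized by TMM. A positive log2 fold change means higher expression in High. P values of single genes are unadjusted where not stated otherwise, after the threshold the paper used, and each is given with that of an exact two-sided permutation test on log2 CPM. Gene lists were tested as groups against all other genes (camera test, P adjusted over 30 lists). The camera test presets a small correlation between the genes of a list, and each list's P was also computed with the correlation estimated from these libraries. The latter P was also larger for a list of metallothionein genes, whose estimated correlation was 0. A call lost with an estimated correlation is therefore not due to the correlation alone.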

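Among the β-adrenergic receptors, which transmit the lipolytic signal of catecholamines in adipocytes, *ADRB1* had a higher level after exercise than *ADRB3*. *ADRB1* had 25.2 ± 8.75 CPM in High and 23.1 ± 13.1 CPM in Low (SD, n = 6 per group). Its log2 fold change was 0.12, with a 95% interval of -0.56 to 0.80 (P = 0.725, edgeR, and P = 0.576, exact permutation test). *ADRB3* had 2.06 ± 1.91 and 5.57 ± 5.59 CPM, a log2 fold change of -1.43 (standard error 0.703; P = 0.0595, edgeR, and P = 0.0801, exact permutation test). Of the 22 measured genes of a lipolysis list, 15 had a log2 fold change below 0. *PLIN1*, which coats the lipid droplet, was lower in High (-0.33; P = 0.0462, edgeR, and P = 0.00216, exact permutation test, the smallest that 6 libraries against 6 allow). *G0S2*, an inhibitor of adipose triglyceride lipase, had a log2 fold change of -0.61 (P = 0.0420, edgeR, and P = 0.0758, exact permutation test). *PNPLA2*, encoding adipose triglyceride lipase, had one of -0.13 and *LIPE*, encoding hormone-sensitive lipase, one of 0.02 (P = 0.710 and 0.810, exact permutation test). The lipolysis list as a whole was lower in High (median log2 fold change -0.21, adjusted P = 0.00190, camera), with an adjusted P of 0.141 with an estimated correlation and of 0.163 without Low replicate 4. Genes that mark adipocytes were lower too (median -0.26, adjusted P = 1.5e-06, camera, or 0.0958 with an estimated correlation). *PLIN1* and *G0S2*, the only lipolysis members past the unadjusted threshold, are on both lists. The lipolysis list counts *G0S2*, an inhibitor, together with the lipases, so a lower list does not give a direction of lipolysis. The mean summed expression of this list was 19794 CPM in High and 21733 CPM in Low (P = 0.396, exact permutation test). Its mean log2 CPM was 7.50 in High and 7.77 in Low (exact permutation test, P = 0.0325, adjusted P = 0.213 over the lists). *ADRB3* passed the unadjusted threshold with DESeq2, limma-voom and limma-trend and without any 1 of High replicates 1 and 4 and Low replicates 1 and 5 (log2 fold change -1.89 to -0.70 as each library was left out), and *PLIN1* lost its edgeR call without any 1 of 9 libraries, with other filters and with library totals.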

*ADR-*β*1*, *ADR-*β*2*, and *ADR-*β*3* expression were not different (Figure 3B) between High and Low miR-1 groups, suggesting that the expression of these genes represents an exercise effect independent of miR-1 delivery in humans. RNA-Seq analysis revealed 771 differentially expressed genes (DEGs, *P* < 0.05) (Figure 3C) between High and Low adipose miR-1 groups. 

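The genes with the smallest P and higher expression in High included 3 muscle genes and a chemokine with its receptor. *MB*, encoding myoglobin, *ACTA1*, encoding skeletal muscle actin, and *CKM*, encoding muscle creatine kinase, had log2 fold changes of 3.86, 4.48 and 5.25 (P = 0.000415, 0.00106 and 0.00208, edgeR, and P = 0.00649, 0.0823 and 0.0476, exact permutation test). Their counts lay mostly in High replicates 1, 2 and 6, where *ACTA1* reached 68.0, 25.3 and 34.3 CPM, against 2.18 CPM or less in every other library, and without High replicate 1 the 3 log2 fold changes were 3.05, 3.68 and 4.32. *CCL21*, a chemokine that draws lymphocytes and dendritic cells, had a log2 fold change of 3.84 (standard error 0.961; P = 0.00114, edgeR, and P = 0.0260, exact permutation test). Its receptor *CCR7* had 5.96 ± 1.69 CPM in High and 2.75 ± 0.763 CPM in Low (SD, n = 6 per group), a log2 fold change of 1.11 (P = 0.00166, edgeR, and P = 0.00216, exact permutation test). *CPNE5*, *TUBA4A* and *SEPTIN1* were also among them, with log2 fold changes of 1.44, 1.00 and 1.07. Genes with lower expression in High included *SLC14A2*, a urea transporter (log2 fold change -1.54), *PEX7*, a receptor for import into peroxisomes (-0.92), and *HILPDA*, a protein of lipid droplets (-0.92; P = 0.000382, 0.000854 and 0.00467, edgeR, and P = 0.00216, 0.00216 and 0.0108, exact permutation test). *PFKFB1* and *MTHFD1*, enzymes of glycolytic control and of folate metabolism, had log2 fold changes of -0.56 and -0.47. Antisense transcripts *VLDLR-AS1* and *MIDEAS-AS1* had -1.66 and -1.24, but *VLDLR* covers 19.4% of the exon bases of *VLDLR-AS1* and *STK16* 23.3% of those of *TUBA4A*, and reads there cannot be told apart because strand was not used. Of the 19555 genes tested, 524 passed the unadjusted threshold, 322 higher and 202 lower in High, where 978 would pass by chance with evenly spread P values. At an adjusted P under 0.05, edgeR called 0 genes, DESeq2 called 2 of its 666 genes past the unadjusted threshold, and limma-voom, limma-trend and limma-voom with quality weights called 0 of 768, 743 and 724. More genes were lower than higher with limma-voom (325 higher, 443 lower), limma-trend (338 and 405) and quality weights (305 and 419), and without the expression filter (1706 and 1883 of 3589). The same held without High replicates 1, 2 and 6 (237 and 392 of 629, of which 158 were among the 524), and *MB*, *ACTA1*, *CKM*, *CPNE5* and *PFKFB1* then did not pass the threshold (*ACTA1* had a log2 fold change of 0.02). *CCL21*, *ACTA1* and *CKM* did not pass the unadjusted threshold with limma-voom or with quality weights, and *CCL21* had a log2 fold change of 2.77 without High replicate 6 and of 4.57 without Low replicate 2.

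**Figure D1:**
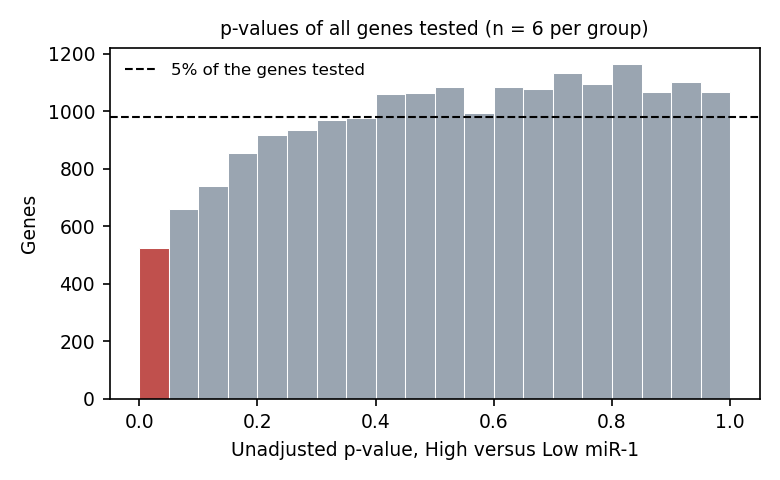
Number of genes (vertical axis) by unadjusted P of edgeR's quasi-likelihood test between the High and Low miR-1 groups (horizontal axis, bins 0.05 wide), over all 19555 genes tested with 6 libraries per group. The red bar holds the 524 genes under 0.05, and the dashed line marks 978 genes, the height of every bar if P values were evenly spread.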

To gain insights in the biological and functional implications of these DEGs, we performed gene ontology (GO) analysis to identify enrichment of both cellular components (Figure 3D) and biological processes (Figure 3E). 

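Of the genes tied to vesicles and granules, *FMNL1*, *RAB20* and *GNLY* had higher mean expression in High. *FMNL1*, a formin that builds actin filaments in blood-derived cells, had 83.1 ± 14.9 CPM in High and 54.3 ± 20.3 CPM in Low (SD, n = 6 per group), a log2 fold change of 0.62 (standard error 0.235; P = 0.0192, edgeR, and P = 0.0216, exact permutation test). *RAB20*, a small GTPase of endosomes and phagosomes, had 15.2 ± 2.60 and 10.6 ± 4.11 CPM, a log2 fold change of 0.52 (standard error 0.235; P = 0.0438, edgeR, and P = 0.0390, exact permutation test). *GNLY* encodes granulysin, which cytotoxic T and natural killer (NK) cells store in their granules. It had 13.1 ± 6.00 and 6.89 ± 2.68 CPM, a log2 fold change of 0.92 (standard error 0.352; P = 0.0194, edgeR, and P = 0.0714, exact permutation test). In a list of 30 genes of phagocytic and endocytic vesicles, 28 were measured, 16 had a log2 fold change above 0, and 3 passed the unadjusted threshold, namely *FMNL1*, *RAB20* and *CORO1A*, an actin-binding protein of leukocytes (0.81; P = 0.0220, edgeR, and P = 0.0476, exact permutation test). *FMNL1* and *RAB20* were put on this list because the paper names them, so they are not independent evidence of its direction. As a group the list did not pass the test (median log2 fold change 0.07, adjusted P = 0.206, camera; adjusted P = 0.686 with an estimated correlation), and 0 of its members passed adjusted over the list alone. Of 32 measured genes of the general endocytic machinery, such as clathrin, adaptor and dynamin genes, 12 lay above 0 and 20 below. *DNM1* passed the unadjusted threshold (0.56; P = 0.0372, edgeR, and P = 0.117, exact permutation test), and the list did not pass as a group (adjusted P = 0.419, camera). A list of 19 measured genes of extracellular vesicle formation had a median of 0.06 (adjusted P = 0.479, camera), and *CD63*, *CD9* and *CD81* had log2 fold changes of -0.14, -0.03 and -0.02. Macrophage genes, some of which are also on the vesicle list, moved with it between libraries. Within High the mean log2 CPM of both lists was highest in replicate 5 (macrophage 5.84, vesicle 5.14), and within Low it was highest in replicate 6 (5.75 and 5.30) and lowest in replicate 4 (3.17 and 3.83). The vesicle list was higher in High with limma-voom, limma-trend and quality weights (adjusted P = 0.0500, 0.0374 and 0.0437, camera) and without High replicate 1 or 2 or Low replicate 6 (adjusted P = 0.0140, 0.0477 and 1.9e-05) or without High replicates 1, 2 and 6, which held more muscle RNA (adjusted P = 0.0124). Its median was 0.30 without Low replicate 6. It was -0.04, -0.01 and -0.03 without High replicate 5, Low replicate 3 or Low replicate 4 (adjusted P = 0.972, 0.520 and 0.976, camera). Without Low replicate 6 and without High replicates 1, 2 and 6 the macrophage list was higher in High as well (adjusted P = 7.3e-05 and 8.2e-04, camera). *RAB20* lost its edgeR call when any 1 of 8 libraries was left out and *GNLY* without High replicate 1.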

We found significant enrichment of components of secretory granule membrane, endocytic vesicle lumen, and endocytic vesicle for upregulated DEGs (Figure 3D), including formin like 1 (*FMNL1*), *RAB20*, and granulysin (*GNLY*) (Figure 3F). Downregulated DEGs were significantly enriched for components of microbody lumen, membrane attack complex, and the peroxisome (Figure 3D), including peroxisomal biogenesis factor 19 (*PEX19*), acyl-CoA thioesterase 2 (*ACOT2*), and isocitrate dehydrogenase 1 (*IDH1*) (Figure 3G). 

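Peroxisomal genes were lower in High as a group, by a small amount (median log2 fold change -0.14, adjusted P = 1.4e-05, camera), a call lost with an estimated correlation (adjusted P = 0.112). Adipocyte genes had lower expression too, 21 of 25 lying below 0 (median -0.26, adjusted P = 0.0958 with an estimated correlation), and for the mean log2 CPM of either list 0 of 6 High libraries lay above the Low median. Of 57 measured genes of a peroxisome list, 42 had a log2 fold change below 0, and 7 were lower and 0 higher at the unadjusted threshold (1 adjusted over the list alone, *PEX7*). *PEX19*, a chaperone that brings membrane proteins to peroxisomes, had 180 ± 17.7 CPM in High and 225 ± 29.7 CPM in Low (SD, n = 6 per group), and each High library lay below the Low median. Its log2 fold change was -0.33 (standard error 0.131; P = 0.0243, edgeR, and P = 0.0130, exact permutation test). *IDH1*, which makes NADPH in the cytosol and in peroxisomes, had 216 ± 100 and 326 ± 94.0 CPM, a log2 fold change of -0.59 (standard error 0.276; P = 0.0477, edgeR, and P = 0.0606, exact permutation test). *ACOT2*, an acyl-CoA thioesterase, had 150 ± 35.2 and 191 ± 19.7 CPM, a log2 fold change of -0.35 (standard error 0.169; P = 0.0584, edgeR, and P = 0.0238, exact permutation test). Members past the unadjusted threshold also included the biogenesis factor *PEX11A* (-0.49) and the fatty acid enzymes *ACOT4* (-0.59) and *ACOX3* (-0.33), of which *ACOX3* was chosen after its values were seen. For the 7 members past the threshold Fisher's exact test, which treats genes as independent, gave an adjusted P of 2.9e-05, while exact permutation of the list's score gave an adjusted P of 0.195. *PEX19* and *IDH1* are named by the paper from these libraries, so they are not independent evidence. A list of 10 membrane attack complex genes, 7 of them measured, did not pass the test (median 0.09, adjusted P = 0.258, camera), and 0 of the 7 passed the unadjusted threshold. The peroxisome median was -0.09 without High replicate 1, High replicate 6 or Low replicate 4, *PEX19* lost its edgeR call without Low replicate 4, and *IDH1* lost it without any 1 of 7 libraries. Without High replicates 1, 2 and 6, which held more muscle RNA, *IDH1* had a log2 fold change of -0.21 and *PEX19* one of -0.34, and neither passed the unadjusted threshold.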

Enrichment of endocytic pathways in adipose tissue with greater increases in miR-1 suggests an important role for recipient tissues in EV-mediated communication. 

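Nearly all lymphocyte genes measured had a log2 fold change above 0. Of 27 genes that mark T cells, 23 were measured, and all 23 had a log2 fold change above 0, with 8 past the unadjusted threshold (4 adjusted over the list alone). *CD3D* and *CD3E*, chains of the T cell receptor complex, had 2.28 ± 1.33 and 6.54 ± 4.14 CPM in High against 0.942 ± 0.425 and 2.54 ± 1.68 CPM in Low (SD, n = 6 per group). Their log2 fold changes were 1.27 and 1.36 (P = 0.0148 and 0.0156, edgeR, and P = 0.0173 and 0.0303, exact permutation test). *CD6*, a T cell surface receptor, had 7.02 ± 4.69 and 3.33 ± 0.784 CPM, a log2 fold change of 1.08 (standard error 0.354; P = 0.00804, edgeR, and P = 0.0130, exact permutation test). *TRAC*, the constant region of the receptor's α chain, *CD5* and *TCF7* had log2 fold changes of 1.02, 1.21 and 0.67. The list's median was 0.96 (adjusted P = 9.2e-15, camera; adjusted P = 0.0832 with an estimated correlation). Genes of NK and cytotoxic cells, such as *GZMA* (1.40) and *PRF1* (1.28), lay above 0 in 14 of 15 measured, with 6 past the unadjusted threshold and 0 adjusted over the list alone (median 0.82, adjusted P = 1.0e-08, camera; adjusted P = 0.0470 with an estimated correlation). Genes of B and plasma cells lay above 0 in 12 of 13, with 2 past the unadjusted threshold, *MS4A1* (2.10) and *CD79A* (2.05), and 0 adjusted over the list alone (median 1.08, adjusted P = 1.7e-05, camera; adjusted P = 0.0606 with an estimated correlation). Macrophage genes did not pass the test (median 0.07, adjusted P = 0.425, camera, or 0.872 with an estimated correlation). With the preset correlation they were higher without Low replicate 6 (adjusted P = 7.3e-05) and lower without High replicate 5 (adjusted P = 0.0473). They were also higher without High replicates 1, 2 and 6 (median 0.30, adjusted P = 8.2e-04) and with muscle expression as a covariate (median 0.48, adjusted P = 3.2e-08), settings chosen after the data were seen. Neutrophil genes were higher (median 1.53, adjusted P = 2.3e-09, camera; adjusted P = 0.163 with an estimated correlation), with a median of 0.08 and an adjusted P of 0.779 without High replicate 6. The T cell score, the mean log2 CPM of the list, was 1.61 ± 0.63 in High and 0.71 ± 0.73 in Low (SD, n = 6 per group; P = 0.0455, exact permutation test; adjusted P = 0.213 over the lists). Without High replicate 1, which had the highest T cell and muscle sums, the T cell median was 0.64 (adjusted P = 6.9e-09, camera), *CD6* had a log2 fold change of 0.64, and *CD3D* and *CD3E* lost their edgeR calls. With muscle expression as a covariate *CD6*, *CD3D* and *CD3E* had log2 fold changes of 0.63, 1.10 and 0.91 and none passed the unadjusted threshold, *CD3E* (0.89) also did not pass without High replicates 1, 2 and 6, and *CD6* (0.61) did not with quality weights.

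**Figure D2:**
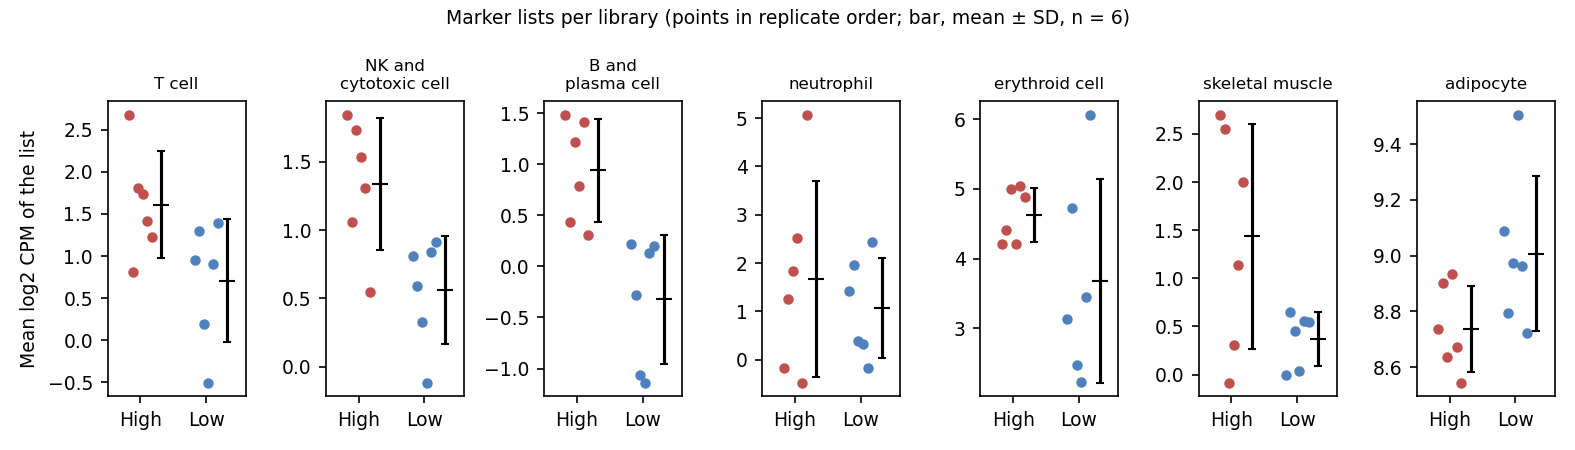
Mean log2 CPM of the genes of each marker list (vertical axis, a scale of its own in each panel) in the 6 High and 6 Low libraries. Points are libraries in replicate order, and the black mark and bar give the mean ± SD. The adipocyte score was 8.74 ± 0.15 in High and 9.01 ± 0.28 in Low, and the neutrophil panel has High replicate 6 at 5.07.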

Further, upregulated genes were enriched for biological processes related to immunological signaling pathways (Figure 3E), including genes involved in T cell receptor signaling such as *CD6*, *CD3D*, and *CD3E* (Figure 3H). Interestingly, downregulated genes were enriched for mono- and diacylglycerol biosynthetic pathways (Figure 3G), including diacylglycerol O-acyltransferase 2 (*DGAT2*), glycerol-3-phosphate acyltransferase, mitochondrial (*GPAM*), and monoacylglycerol O-acyltransferase 2 (*MOGAT2*) (Figure 3I), suggesting negative regulation of lipid synthesis as a result of increased miR-1 in adipose tissue.

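Acyltransferases of triglyceride synthesis named by the paper had lower mean expression in High, with a wide spread between participants. *DGAT2*, which adds the last fatty acid, had 1279 ± 971 CPM in High and 2118 ± 593 CPM in Low (SD, n = 6 per group), a log2 fold change of -0.73 (standard error 0.440; P = 0.118, edgeR, and P = 0.0584, exact permutation test). *GPAM*, which starts the pathway in mitochondria, had 908 ± 614 and 1565 ± 756 CPM, a log2 fold change of -0.79 (standard error 0.414; P = 0.0773, edgeR, and P = 0.0866, exact permutation test). *MOGAT2* had 0.726 ± 1.14 and 1.94 ± 1.95 CPM, a log2 fold change of -1.41 (standard error 1.05; P = 0.199, edgeR, and P = 0.108, exact permutation test), a level far below that of *DGAT2*. Over the acylglycerol synthesis list of 18 genes, 16 were measured, 8 above 0 and 8 below, and 0 passed the unadjusted threshold as lower. *GPAT3* passed it as higher (1.79; P = 0.0339, edgeR, and P = 0.361, exact permutation test). *GPAT3* also passed with DESeq2 (1.80). It did not pass with limma-voom, limma-trend, quality weights or the replicate number as a block (0.85, 0.85, 0.41 and 0.55). Nor did *GPAT3* pass with a robust edgeR fit or when any 1 of 6 libraries was left out. The list did not pass the test as a group (median log2 fold change -0.02, adjusted P = 0.311, camera; adjusted P = 0.446 with an estimated correlation), and its median ranged from -0.17 without High replicate 1 or 6 to 0.07 without High replicate 2 and was -0.29 with quality weights. Its summed expression, mostly that of abundant genes such as *DGAT2*, *GPAM* and *AGPAT2*, was 3413 ± 1724 CPM in High and 5185 ± 1359 CPM in Low (SD, n = 6 per group; P = 0.0325, exact permutation test). *DGAT2* and *GPAM* are named by the paper from these libraries, so the sum is not independent evidence. Of a list of 18 genes of de novo lipogenesis, all 18 lay below 0, with 2 past the unadjusted threshold (median -0.39, adjusted P = 3.7e-07, camera; adjusted P = 0.141 with an estimated correlation). These were *SREBF1*, the transcription factor that drives lipogenic genes (-0.80; P = 0.0340, edgeR, and P = 0.0216, exact permutation test), and *ELOVL5*, a fatty acid elongase (-0.58; P = 0.0287, edgeR, and P = 0.0455, exact permutation test). Genes that mark adipocytes were also lower, 21 of 25 lying below 0, among them *GPD1* (-0.44), *KLB* (-0.62) and *LPL* (-0.42), with 6 past the unadjusted threshold and 0 adjusted over the list alone (median -0.26, or -0.15 without Low replicate 4; adjusted P = 1.5e-06, camera; adjusted P = 0.0958 with an estimated correlation). *CFD* of that list and *ACACA* of the lipogenesis list have copies on alternate loci and very low counts, so their levels are uncertain. Without High replicate 4 *DGAT2*, *GPAM* and *MOGAT2* passed the unadjusted threshold, with log2 fold changes of -1.21, -1.13 and -2.81, and the acylglycerol list had an adjusted P of 0.0488. *DGAT2*, *GPAM* and *MOGAT2* also passed this threshold with limma-voom (-1.10, -0.96 and -2.88) and limma-trend (-1.10, -0.97 and -2.22). With quality weights *DGAT2* passed (-0.92), while *GPAM* (-0.70) and *MOGAT2* (-2.33) did not. With DESeq2 *DGAT2*, *GPAM* and *MOGAT2* did not pass (-0.72, -0.78 and -1.41). Without Low replicate 3 *GPAM* had -0.50 and *MOGAT2* -0.73. Without High replicate 1 *DGAT2* had -0.50, and the lipogenesis median was -0.21 without Low replicate 3. Without High replicates 1, 2 and 6, the libraries with most muscle RNA, *DGAT2*, *GPAM* and *MOGAT2* had log2 fold changes of -0.19, -0.24 and -0.75, and *GPAT3* of -0.83. With muscle expression as a covariate *DGAT2*, *GPAM* and *MOGAT2* had -0.03, -0.17 and -0.01 (standard errors 0.355, 0.337 and 2.31). The value of *MOGAT2* is thus undetermined. Muscle expression was highest in High replicates 1, 2 and 6, so the covariate overlaps with the groups. These fits do not show that muscle RNA accounts for the difference. From the enrichment of mono- and diacylglycerol synthesis among the genes with lower expression, the paper proposes that increased miR-1 in adipose tissue negatively regulates lipid synthesis.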

Because miRs are known to exert their function through 3′-UTR recognition and RNA-induced silencing complex–mediated (RISC-mediated) repression of gene expression, we compared downregulated genes from our RNA-Seq analyses of adipose tissue of participants with High versus Low miR-1 with the miRDB database to identify 16 predicted miR-1 targets (Supplemental Table 3). Out of these DEGs, there were 2 predicted miR-1 targets that play a role in adipocyte metabolism and lipid trafficking: caveolin 2 (*CAV2*) (28–30) and a member of the tripartite motif containing protein family, *TRIM6* (31–33). 

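Genes with a miR-1 site in the 3′ UTR did not pass a test for lower expression in High as a group. The miR-1 strand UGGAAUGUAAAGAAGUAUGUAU pairs through its seed with ACATTCC in a target, and 1696 of the 14124 tested genes with an annotated 3′ UTR (GENCODE annotation of GRCh38) held this match. Their median log2 fold change was 0.00, as was that of the other genes. Of the genes with a site, 17 (1.00%) were lower at the unadjusted threshold, against 122 of the others (0.982%; Fisher's exact test, P = 0.896), and the camera test of the group gave a one-sided P of 0.375 and a two-sided P of 0.750. The 17 included *KLB*, the coreceptor for FGF21 in adipocytes (-0.62), *GLCCI1* (-0.69), the peroxisomal thioesterase *ACOT4* (-0.59) and *CRTC3*, a coactivator of cAMP signaling (-0.36), of which *GLCCI1* and *CRTC3* were chosen after their values were seen. With other words of the same bases in place of the miR-1 match, 120 of 209 gave a lower statistic. A list of 27 measured genes reported as miR-1 targets in other tissues had 17 above 0 and 0 past the unadjusted threshold (median 0.01, adjusted P = 0.419, camera). The test considers this match alone and not other kinds of pairing, and the predicted targets of the database used by the paper were not analysed here.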

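*CAV2* and *TRIM6* both had lower mean expression in High, and each High library lay below the Low median for both. *CAV2*, which encodes a protein of caveolae, lies on chromosome 7 from 116499738 to 116508541 (GRCh38) and had 372 ± 93.8 CPM in High and 485 ± 94.3 CPM in Low (SD, n = 6 per group). Its log2 fold change was -0.38 (standard error 0.190; P = 0.0608, edgeR, and P = 0.0628, exact permutation test). The longest of its annotated 3′ UTRs spans 2420 bases, from 116506122 to 116508541, and holds 1 match to the miR-1 seed at 116507839 to 116507845, within TCAGAACCTCAATTGACATTCCTTT. *CAV1*, its partner in caveolae, had a log2 fold change of -0.37 (P = 0.0783, edgeR, and P = 0.0455, exact permutation test), and the caveolae list, of which 8 genes were measured, did not pass the test as a group (median -0.12, adjusted P = 0.103, camera, or 0.0471 without High replicate 2). *TRIM6*, a ubiquitin ligase, lies on chromosome 11 from 5596111 to 5612952 and had 7.70 ± 4.83 CPM in High and 14.7 ± 4.64 CPM in Low (SD, n = 6 per group). Its log2 fold change was -0.93 (standard error 0.422; P = 0.0432, edgeR, and P = 0.0476, exact permutation test). Its 3′ UTR of 1610 bases, from 5611343 to 5612952, holds 0 matches to the seed, also with 6 paired bases, as do its other annotated 3′ UTRs. The readthrough gene *TRIM6-TRIM34* covers 35.7% of the exon bases of *TRIM6*, and reads there were counted for both. *TSC1* and *TSC2* had log2 fold changes of -0.02 and 0.12, and a list of 30 measured genes of insulin and mTORC1 signaling did not pass the test (median -0.03, adjusted P = 0.425, camera). *CAV2* passed the unadjusted threshold with DESeq2 and without any 1 of High replicates 3 and 4 and Low replicates 1 and 4, and *TRIM6* lost it without any 1 of 9 libraries. Without High replicates 1, 2 and 6, which held more muscle RNA, the log2 fold changes were -0.22 for *CAV2* and -0.49 for *TRIM6*.

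**Figure D3:**
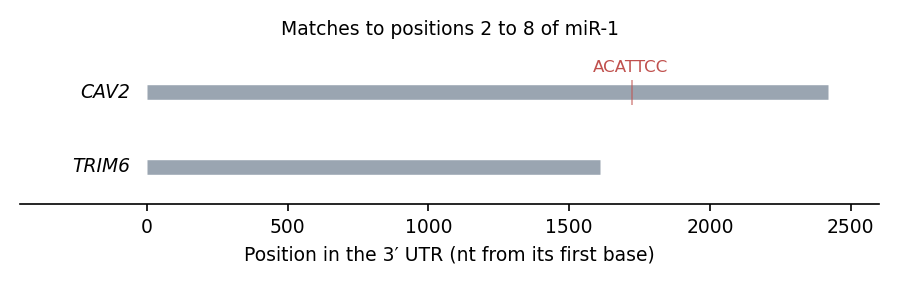
The 3′ UTRs of *CAV2* (2420 bases) and *TRIM6* (1610 bases) drawn to scale, with position from the start of the UTR in nucleotides on the horizontal axis. The red mark shows the match to the miR-1 seed, at position 1718 in *CAV2*, and *TRIM6* has 0.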

In-silico prediction of miR target genes using miRanda and RNAhybrid tools to assess complementarity of the miR-1 seed sequence indicates both targets have favorable minimum free energies (MFE, ΔG°≤ –17.8 kJ) (Figure 4, A and B). Confirmatory quantitative reverse transcription polymerase chain reactions (qPCR) of adipose samples from all participants with a > 2-fold change in miR-1 (High; *n* = 10) versus those with a < 0.5-fold change in miR-1 (Low; *n* = 7) confirmed that *CAV2* (*P* = 0.02, Figure 4A) and *TRIM6* (*P* = 0.02, Figure 4B) expression were significantly lower in participants with High compared with Low miR-1. Notably, CAV2 is highly expressed in adipose tissue and is involved in lipid trafficking (30, 34) and insulin signaling (29, 35, 36), and TRIM6 is involved in the regulation of the mechanistic target of rapamycin (mTOR) C1 signaling pathway through regulating the ubiquitination of tuberous sclerosis proteins 1 and 2 (TSC1, TSC2), negative regulators of mTORC1 signaling (37). Lipid trafficking, insulin signaling, and mTORC1 signaling are heavily implicated in the regulation of lipolysis (34, 38–40). Therefore, *CAV2* and *TRIM6* represent miR-1 targets that may contribute to the regulation of lipolysis following resistance exercise.

### miR-1 targets CAV2 and TRIM6 mRNAs to enhance catecholamine-induced lipolysis.

To determine whether miR-1 regulates lipid metabolism in human adipocytes, differentiated human adipose-derived stem cells (ADSCs) were transfected with scrambled miRNA negative control (Scr) or miR-1 mimic (miR-1) to achieve robust overexpression (Figure 4C, *P* < 0.0001). The expression of the identified miR-1 targets *CAV2* *(P* = 0.02) and *TRIM6* (*P* = 0.02) were significantly reduced with miR-1 overexpression (Figure 4D), suggesting that miR-1 regulates adipocyte lipolysis through mechanisms related to lipid trafficking and mTORC1 signaling, respectively. To determine whether increasing miR-1 enhances catecholamine-induced lipolysis in human adipocytes, we treated ADSCs with vehicle (VEH) or epinephrine (EPI) after transfection with Scr or miR-1. Nonesterified fatty acid (NEFA; *P* < 0.0001) and glycerol (*P* < 0.0001) levels in the media were significantly induced by EPI treatment, with miR-1 transfection resulting in further elevations in both NEFA (interaction *P* = 0.01) and glycerol (interaction *P* < 0.0001) in EPI-treated cells (Figure 4, E and F). To provide mechanistic insight for the increase in lipolysis, we measured the expression of key proteins that control lipolysis by immunoblotting (Figure 4G). Comparative gene identification-58 (CGI-58), a positive regulator of adipose triglyceride lipase (ATGL), was induced to a higher level by epinephrine treatment in miR-1–transfected adipocytes than Scr-transfected controls (Figure 4H; interaction *P* = 0.04). ATGL catalyzes the first step in triglyceride lipolysis and was increased by miR-1 in both vehicle control- (Figure 4I; *P* < 0.01) and epinephrine-treated adipocytes (Figure 4I; *P* = 0.01). Together, the increase in ATGL and enhanced epinephrine-induction of CGI-58 by miR-1 suggest a mechanism for the increase in lipolysis by miR-1. Intriguingly, adipocytes transfected with miR-1 had higher levels of phosphorylated hormone-sensitive lipase (p-HSL; Ser660) than Scr control ADSCs in the absence of epinephrine (Figure 4J; *P* < 0.001), suggesting enhanced β-adrenergic receptor signaling by miR-1. Finally, we measured the expression of TSC1, since it is regulated by TRIM6, and would be predicted to enhance lipolysis by negatively regulating mTORC1. As shown in Figure 4K, TSC1 was highly increased by epinephrine in miR-1 transfected ADSCs (*P* < 0.0001), but not in Scr-treated ADSCs (interaction *P* < 0.001). Together, these data provide evidence that miR-1 is capable of enhancing lipolysis in human adipocytes through a complex mechanism involving increased CGI-58 and ATGL, increased HSL phosphorylation, and decreased levels of the miR-1 target *TRIM6,* leading to increased levels of the mTORC1 regulator TSC1.

## Discussion

Both chronic and acute resistance exercise have been shown to increase adipose tissue lipolysis in different human populations (41–44). However, the precise mechanism through which resistance exercise influences lipid mobilization from adipose tissue is still unclear. Increased load and heightened contraction lead skeletal muscle tissue to release factors that can influence other organs, which may explain the pleiotropic effect of resistance exercise on whole-body metabolism and body composition. The concept that skeletal muscle acts as a secretory organ is, in itself, not novel, as the field has identified numerous proteins secreted by muscle fibers during contraction, referred to as myokines (8, 45). Examples of myokines that have been shown to influence adipocyte function include IL-6 and growth and differentiation factor 15 (GDF15) (46, 47). In addition to these muscle-derived proteins with endocrine effects, emerging evidence indicates that exercise leads to secretion of EVs containing miRs that can act as lipolytic factors (17, 18). Research by our group and others indicates that exercise-like electrical pulse stimulation of myotubes leads to increased release of miR-1 into EVs (18, 48). Additionally, we previously reported that in vivo, in response to mechanical overload in mice, skeletal muscle impacts prominent cell signaling pathways in adipose tissue by delivering muscle-specific miR-1 via EVs (18). It is also notable that miR-1 is higher in the adipose tissue of insulin-sensitive individuals than insulin-resistant individuals matched for BMI (49). In the current study, we found that miR-1 primary transcript expression in skeletal muscle increases with resistance exercise in humans, concurrent with increased mature miR-1 levels in circulating EVs. Adipose tissue levels of mature miR-1 were also increased following resistance exercise, with no change in the levels of the primary transcripts for miR-1, suggesting a potential skeletal muscle origin.

The increase in miR-1 in adipose tissue following a single bout of resistance exercise may be responsible for increased lipolysis through multiple mechanisms, including lipid trafficking, insulin signaling, and mTORC1 signaling. Assessment of predicted miR-1 target genes downregulated in adipose tissue of participants with high increases in adipose miR-1 following a bout of resistance exercise identified *CAV2* and *TRIM6* as potential targets that may contribute to miR-1–mediated enhanced lipolysis. Our in vitro studies in human adipocytes confirmed that increased miR-1 levels enhance lipolysis and catecholamine-induced lipolysis. The enhancement in lipolysis with miR-1 overexpression was accompanied by reduced expression of the miR-1 targets *CAV2* and *TRIM6*. Interestingly, CAV2 is involved in lipid droplet formation and adipocyte hypertrophy, and silencing of CAV2 decreases lipid accumulation (28, 50) and increases lipolytic gene expression and glycerol release in the presence of insulin (29). Moreover, TRIM6 leads to mTORC1 activation via ubiquitination of TSC1/2, negative regulators of the mTORC1 pathway (37). mTORC1 signaling has been shown to promote lipid biosynthesis (38, 51–53) as well as restrain lipolysis (39, 53–55). Additionally, mTOR is stimulated by growth factors and insulin in adipose tissue, which act against catecholamine signaling (56). In addition to reduced TRIM6 expression in adipocytes, TSC1 protein levels were significantly higher in EPI-stimulated adipocytes in response to miR-1 overexpression. Therefore, via repression of TRIM6 and downstream inactivation of mTORC1, miR-1 may suppress fatty acid uptake and lipid storage.

Although we found that, on average, miR-1 levels increased in adipose tissue of participants after resistance exercise, there was significant variability in miR-1 changes. A potential explanation for this is the observed heterogeneity found for EV tetraspanin phenotypes. Interestingly, machine learning identified CD63^+^ EV count at T-30 as a predictor of increases in adipose miR-1 levels. Therefore, the variability in CD63^+^ EVs may be a factor explaining the heterogenous response of resistance exercise on adipose miR-1 levels. We leveraged this variability to investigate differences in gene expression between individuals with High versus Low increases in miR-1 levels. While these analyses revealed candidate miR-1 target genes, GO enrichment analysis also indicated pathways that may be related to the heterogeneity in miR-1 levels. Specifically, participants with a High adipose miR-1 response following exercise demonstrated upregulation of genes related to endocytosis. Thus, a factor that may influence adipose tissue levels of miR-1 following exercise is the intrinsic ability of recipient adipocyte cells to uptake the EVs. Differences in the capacity of cells to uptake EVs may represent a target to enhance miR delivery and lipolysis in response to resistance exercise (57). Further research is needed to elucidate the mechanisms regulating enhanced cellular EV uptake. Moreover, although we focused on miR-1, other muscle-specific miRs may also play a role in interorgan communication following resistance training. Notably, a recent study found that other miRs that target growth pathways such as mTORC1 are also increased in EVs following acute resistance exercise (58). Future research is necessary to identify other biologically active cargo contained within circulating EVs that increase following resistance exercise and to further confirm miR-1 localization in CD63^+^ EVs.

The present study has limitations. First, tissues were sampled at varying time points (i.e., 45- and 70-minutes after exercise for skeletal muscle and adipose tissue, respectively), which may have influenced our findings. The different timings in sample collection might have contributed to the divergent results observed for the miR-1 primary transcript expression and mature miR-1 levels between the 2 tissues. Second, baseline tissue sampling occurred 1 week before the exercise bout, introducing the possibility of changes in miR-1 levels during that time due to external factors unrelated to the exercise intervention. Finally, although an increase in mature miR-1 in adipose tissue with no change in the miR-1 primary transcripts suggests that the miR-1 is transferred from other tissues, the possibility that mature miR-1 is being produced in the adipose tissue (i.e., via greater processing and/or nuclear export) cannot be entirely ruled out. However, the observed increases in EV miR-1 levels and the known muscle-specificity of miR-1 (59) support a mechanism of EV-mediated transfer to adipose tissue. Still, a nonskeletal-muscle origin for the miR-1 transferred to adipose tissue also remains a possibility. Future research should further explore resistance exercise–induced communication between adipose and other tissues, including the heart.

In summary, our findings support an emerging body of literature highlighting the importance of EVs in intertissue communication. We provide compelling evidence of EV-mediated increases of muscle-specific miR-1 in adipose tissue and subsequent effects of miR-1 on cell signaling pathways leading to increased lipolysis in humans. This work adds to our understanding of the mechanisms by which resistance exercise affects adipose tissue lipolysis.

## Methods

### Sex as a biological variable.

Both male and female participants were included in this study. We report findings related to potential sex-specific effects of resistance training on EV profiles.

### Human participants.

A total of 38 relatively sedentary, exercise naive, generally healthy men and women between 18 and 39 years of age participated in the study. All participants gave informed consent and the study protocol was approved by the University of Kentucky IRB. This project was registered under ClinicalTrials ID NCT04500769. Participants were excluded if they were outside of the age range, had a history of cardiovascular, metabolic, or neuromuscular disease, or displayed evidence of infection (e.g., headache, fever, chills, shortness of breath). All participants were nonpregnant, normotensive, and nonsmokers. Participants were free of medications that could affect study outcome including, but not limited to, medications that cause excess bleeding, steroids, antiinflammatories and beta blockers. The participants were confirmed COVID-19 negative prior to muscle biopsy procedures. Six participants were unable to finish the study due to adverse effects from exercise, personal reasons, and COVID-19 infections. Therefore, 18 men and 14 women who met all inclusion criteria completed the study. Participant characteristics are provided in Supplemental Table 1.

### Experimental design.

Following screening, participants were invited to a familiarization session where they were informed about the study’s purpose and testing procedures and provided their written informed consent to participant in the study. Participants arrived to the laboratory in a fully rested, fasted state for 2 testing sessions. During the first testing session (BL), participants underwent body composition assessments, blood, skeletal muscle, and adipose collections, and performed a 1-repetition maximum (1RM) on the back squat (BS), leg press (LP), knee extension (KE), and latissimus pulldown (PD). Approximately 7 days later (7.2 ± 1.6 days), participants underwent a second testing session where an exercise bout consisting of 3 sets of 8 repetitions at 80% 1RM on BS, LP, KE, and PD, followed by a 4th set, which continued until failure. Blood was drawn immediately following the exercise bout (T-0) and at T-30, T-60, T-90. Skeletal muscle biopsies were taken again after, on average, 45 minutes and adipose tissue biopsies were taken after, on average, 70 minutes after exercise.

### Body composition.

Body composition (whole body, regional fat, and lean mass) and bone mineral density was determined using dual-energy X-ray absorptiometry (iDXA) and standardized methods for regional partitioning. All scans were analyzed by a trained and certified investigator using the GE Lunar software version 10.0. Bone mineral content (BMC; kg), bone mineral density (BMD; g/cm2), fat-free mass (FFM; kg), mineral-free lean mass (MFL; kg), fat mass (FM; kg), and BF%) were assessed.

### Blood draws.

Approximately 5–10mL was drawn at time points BL, T-0, T-30, T-60, T-90 through a single intravenous line inserted into the forearm of the participant. A licensed practitioner with extensive experience drawing blood performed all procedures. Samples were centrifuged and the serum was frozen at –80^o^C for downstream analyses.

### Skeletal muscle and white adipose tissue biopsies.

Skeletal muscle biopsies were obtained from the vastus lateralis at BL and again approximately 45 minutes after exercise under local anesthetic (1% Xylocaine HCl, 3 cc). A quarter-inch wide incision was made and a sterile 5 mm Berkstrom biopsy needle (Pelomi Industries) inserted with suction to collect 100–200 mg of skeletal muscle. Adipose tissue biopsies were obtained in similar fashion at BL and immediately after the muscle biopsy (approximately 70 minutes after exercise), resulting in the collection of 200–300 mg of tissue. A licensed practitioner with extensive experience performing skeletal muscle and adipose tissue biopsies performed all procedures. Samples were snap frozen in liquid nitrogen and stored at -80^o^C for downstream analyses.

### EV isolation and ExoView.

EVs were isolated by size exclusion chromatography using 35 nm qEV columns collecting fraction 2 (Izon Science). ExoView Human Tetraspanin Cargo kits (EV-TETRA-C; Nanoview Biosciences) were used to detect and characterize EV size, number, and surface marker expression according to manufacturer’s instructions. Isolated EVs were diluted 1:50 and loaded onto prescanned ExoView Tetraspanin chips containing spots printed with antihuman antibodies against CD63, CD81, and CD9 for EV capture, and IgG matching isotype control antibodies for nonspecific EV binding. Chips were incubated overnight in a sealed, humidified 24-well plate at room temperature for EV binding. The tetraspanin program on an ExoView CW100 plate washer (Nanoview Biosciences) was used for automated washing and fluorescently conjugated secondary antibody incubation. Antibodies against CD63, CD9, and CD81 were fluorescently labeled with excitation at 647, 488, and 555 nm, respectively. Chips were then scanned with the ExoView R100 reader using the ExoScan 3.0 acquisition software, and images were analyzed using the ExoScan 3.0 software.

### miR expression.

Total RNA was isolated from BL and post-exercise skeletal muscle and adipose tissue samples, as well as differentiated human ADSCs. Samples were homogenized using TRIzol Reagent (15596026; Thermo Fisher Scientific) in a Bullet Blender (Next Advance Inc.) and RNA was isolated using Direct-zol RNA Miniprep Plus Kits (R2070; Zymo Research). Total RNA was isolated from serum EVs at BL, T-0, T-30, T-60, and T-90 using exoRNeasy Maxi and RNeasy Plus Micro Kits (77164; 74034; QIAGEN). Reverse transcription (RT) reactions for miR-1 were performed using TaqMan MicroRNA Reverse Transcription Kit (4366596; Thermo Fisher Scientific). qPCR reactions were performed using TaqMan Fast Advanced Master Mix (4444557; Thermo Fisher Scientific) and TaqMan miRNA Assays (4427975; Thermo Fisher Scientific; miR-1 Assay ID: 002222; U6 Assay ID: 001973) in QuantStudio Real-Time PCR systems (Applied Biosystems) and miR-1 expression was determined using the 2^–ΔΔCT^ method (60). All protocols were performed according to the manufacturer’s directions.

### Gene expression.

RT reactions were performed using SuperScript VILO Master Mix (11756050; Thermo Fisher Scientific). TaqMan qPCR Assays (4427012; 4331182; 4351372; Thermo Fisher Scientific) were used to determine expression of *pri-miR-1a* (Hs03303345; Thermo Fisher Scientific) and *pri-miR-1b* (Hs03303044; Thermo Fisher Scientific) in skeletal muscle, *pri-miR-1a*, *pri-miR-1b*, *ADR*β*1-3* (Hs02330048; Hs00240532; Hs00609046; Thermo Fisher Scientific), *CEBP*α (Hs00269972; Thermo Fisher Scientific), *TFAP2*α (Hs01029413; Thermo Fisher Scientific), *CAV2* (Hs00184597; Thermo Fisher Scientific), and *TRIM6* (Hs04189681; Thermo Fisher Scientific) in adipose tissue, and *CAV2* and *TRIM6* in vitro. U6 small nuclear 1 (*U6)* expression was used for normalization for all miR targets, while the geometric mean of *U6*, glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*; Hs02786624; Thermo Fisher Scientific), and 18s ribosomal RNA subunit (*18s*; Hs99999901; Thermo Fisher Scientific) was used for normalization in all gene targets. All protocols were performed according to the manufacturer’s directions.

### CLASSify.

CLASSify is a web-based tool for machine learning and automatic parameter tuning built by the Center for Applied Artificial Intelligence at the University of Kentucky, as previously described (25). We utilized this technology to build and optimize 3 nonparametric models (K-Nearest Neighbors, Neural Network, and Logistic Regression) to identify variables capable of predicting differences in the adipose miR-1 exercise response. K-Nearest Neighbors and Neural Network algorithms make no assumptions about the underlying data distribution and thus can be advantageous for handing data that does not fit traditional assumptions (61). The K-Nearest Neighbors algorithm relies on instance-based decisions, while Neural Networks leverage global pattern recognition through training and can therefore capture complex patterns. Moreover, Logistic Regression is best suited for linear relationships (61). Thus, based on the nature of the data, the predictions of these algorithms can vary.

Participants were grouped into Low (< 0.5-fold), Medium (0.5–2-fold), and High (> 2-fold) change in adipose miR-1 expression at T-90 and the models were fed descriptive (e.g., age, BMI) and experimental (e.g., skeletal muscle miR-1, EV count) variables from each participant. Three technical replicates were performed for each machine learning algorithm, and only the features that were consistently identified in all 3 replicates were retained. Feature scores (max = 3) were assigned to common variables identified by the models.

### RNA-Seq.

RNA isolated from post-exercise adipose tissue samples was used for bulk RNA-Seq. RNA-Seq was performed in adipose tissue from participants with the largest increases (High) and decreases (Low) in miR-1 abundances after exercise relative to BL (*n* = 6 per group). RNA was sent to Novogene Corporation Inc. for RNA-Seq. Downstream analyses of RNA-Seq data generated by Novogene were completed using tidyverse (version 2.0.0) (62), limma (3.54.2) (63), and edgeR (3.40.2) (64, 65) packages in R (R version 4.2.2) (66) to identify genes differentially expressed between the High and Low miR-1 responders (*P* < 0.05). Select differentially expressed genes were confirmed by comparing gene expression via qPCR (see *Gene Expression* above). Pathway analyses were performed with Enrichr (67–69); all reported pathways had *P* values < 0.01.

### In-silico miR target prediction.

A custom Python script was used to select shared miRNA: target gene interactions between miRanda and RNAhybrid tools by comparing the 3′ UTR gene region from the miR seed sequence and assessing for complementarity that suggests miR binding at the gene target. Minimal free energy was set at ΔG°= –17 kJ.

### In vitro cell culture.

ADSCs were obtained from lipoaspirate collected from healthy women undergoing liposuction and cryopreserved following 2 passages. Differentiation was induced with differentiation media containing 100 nmol/L insulin (Novolin R; Novo Nordisk Inc.), 1.0 μmol/L dexamethasone (D2915; Sigma-Aldrich), 0.25 mmol/L IBMX (I5879; Sigma-Aldrich), 0.033 mmol/L biotin, 0.017 mmol/L pantothenate (P5155; Sigma-Aldrich), and 1.0 μmol/L rosiglitazone (71740; Cayman Chemical) for 3 days, followed by 7 additional days using maintenance media without IBMX and rosiglitazone. Following 10 days of differentiation, 10 μM of mirVana miRNA Mimic miR-1 Positive Control (4464062; Ambion) or mirVana miRNA Mimic Negative Control (4464058; Ambion) was transfected into the cells for 48 hours. After the 48 hours of miRNA transfection, cells were washed with PBS twice and treated with and without 0.5 μM epinephrine (Epi) (Adrenalin; Par Pharmaceutical Inc.) in 1% BSA (A7030; Sigma-Aldrich) DMEM/Ham’s F-10 for 4 hours. Cell pellets were collected separately for downstream analyses involving RNA and protein. Media was collected from each group (miR-1^+^ Epi^+^, miR-1^+^ Epi^–^, miR-1^–^ Epi^+^, miR-1^–^ Epi^–^) and examined for nonesterified fatty acids (NEFA) (LabAssay NEFA, LABNEFA-M1; FUJIFILM Wako Healthcare Americas Corp.) and glycerol (Glycerol Assay Kit, MAK270-1KT; Sigma-Aldrich) as an assessment of lipolysis.

### Western blot analysis.

Differentiated ADSCs were lysed in a 50 mM Tris-HCL, pH 7.4, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.5% sodium deoxycholate, 2 mM EDTA, 50 mM sodium fluoride solution supplemented with Halt Protease & Phosphatase Inhibitor Cocktail (1861281; Thermo Fisher Scientific). Protein was subsequently isolated from miR-1^+^ Epi^–^ and miR-1^–^ Epi^–^ through centrifugation at 15,000*g* for 15 minutes at 4°C, and protein concentration was determined using Coomassie Plus Protein Assay Reagent (1856210; Thermo Fisher Scientific). For quantification of protein abundance, 20 μg of protein was loaded, resolved on a 4–15% acrylamide gel (Bio-Rad TGX Stain-Free; Bio-Rad), and transferred to a PVDF membrane. The membrane was blocked with 5% BSA in 0.1% Tween Tris-buffered saline (TBS-T) for 1 hour at room temperature, followed by a 1.5-hour incubation at room temperature with primary antibodies against ATGL (PA5-110189; Thermo Fisher Scientific), p-HSL (45804S, Ser660; Cell Signaling), CGI-58 (Ab183739; Abcam), and TSC1 (6935S; Cell Signaling) at a 1:1,000 dilution in 5% BSA. After primary antibody incubation, membranes were washed with TBS-T and incubated with appropriate goat anti-rabbit secondary antibodies (Thermo Fisher Scientific; 31460) at 1:10,000 dilution for 1 hour at room temperature in 5% BSA. Blots were developed using enhanced chemiluminescence (Clarity Western ECL Substrate, Bio-Rad) and imaged on a Chemidoc imaging system (Bio-Rad).

### Statistics.

Single-sample Wilcoxon 1-tailed *t* tests were used to compare BL and post-exercise miRNA and gene expression levels in skeletal muscle and adipose tissue. Serum miR-1 levels were compared with baseline using a 1-way ANOVA with Dunnett corrections for multiple comparisons; outliers were removed using the ROUT method (Q = 5%). Changes in EV characteristics (proportion, size, and count) from baseline to T-30 were evaluated using mixed-effects analyses with Šidák’s corrections for multiple comparisons. EV count alterations following exercise were also compared, accounting for sex and BF% using 3-way ANOVAs with Šidák’s corrections for multiple comparisons. Stepwise linear regressions were used to identify variables capable of predicting changes in adipose miR-1 with R (R version 4.2.2). Unpaired, 1-tailed Mann-Whitney tests were used to compare differences in gene expression between high and low miR-1 responders. 1-tailed Welch’s unpaired *t* tests were used to compare gene expression between scrambled and miR-1 treated cells with Holm-Šidák corrections for multiple comparisons as needed. 2-way ANOVAs with Tukey’s corrections for multiple comparisons were used to compare glycerol, NEFA, and protein levels between scrambled and miR-1 treated cells. All statistical analyses were performed using GraphPad Prism version 10.0.3 for Windows (GraphPad Software) unless otherwise noted. A *P* value less than 0.05 was considered significant.

### Study approval.

This study was conducted in accordance with the Declaration of Helsinki and approved by the Institutional Review Board at the University of Kentucky (IRB #43910). Participants received oral and written information before written consent was obtained.

### Data availability.

RNA-Seq datasets are available through Gene Expression Omnibus (GSE262576). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

BIB, AI, DEL, IJV, BSF, PAK, CAP, JJM, and YW conceived and designed the experiments in this manuscript. BIB, AI, DEL, LAD, PTC, JG, TPS, BJW, IJV, BDP, TRV, CBM, HM, and YW performed the experiments. BIB, AI, DW, and YW analyzed all data. BIB, AI, BSF, PAK, CAP, JJM, and YW interpreted data. BIB, AI, and YW prepared the figures and drafted the manuscript. All authors read and approved the final manuscript. Alphabetical order of last name was used to assign authorship order for co–first authors. CP and JM were supported by the National Institutes of Health (R01DK119619). Additional funding for this study was from R01 DK124626 to PK, and the clinical research was supported by CTSA grant UL1TR001998.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
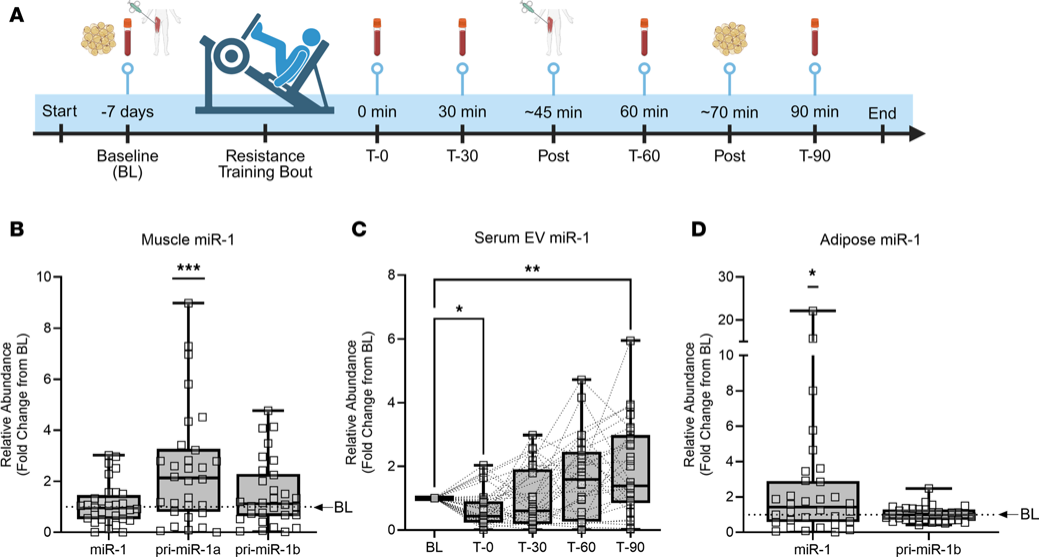
Acute resistance exercise in humans induces increased production of skeletal muscle miR-1 concurrent with increased miR-1 in EVs and adipose tissue. (**A**) Schematic diagram showing timeline of skeletal muscle and adipose tissue biopsies and blood draws relative to the acute resistance exercise bout. Expression of mature miR-1 and primary transcripts of miR-1 (pri-miR-1a, pri-miR-1b) in (**B**) skeletal muscle (*n* = 32), (**C**) serum EVs (mature miR-1 only; *n* = 31), and (**D**) adipose tissue relative to baseline levels (BL; denoted by the dotted line; *n* = 32). Data are expressed with min-to-max box plots and were compared using 1-sample Wilcoxon *t* tests (skeletal muscle and adipose tissue) or a 1-way ANOVA with Dunnett corrections for multiple comparisons (serum EVs). Serum EV miR-1 outliers were removed using the ROUT method (Q = 5%). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
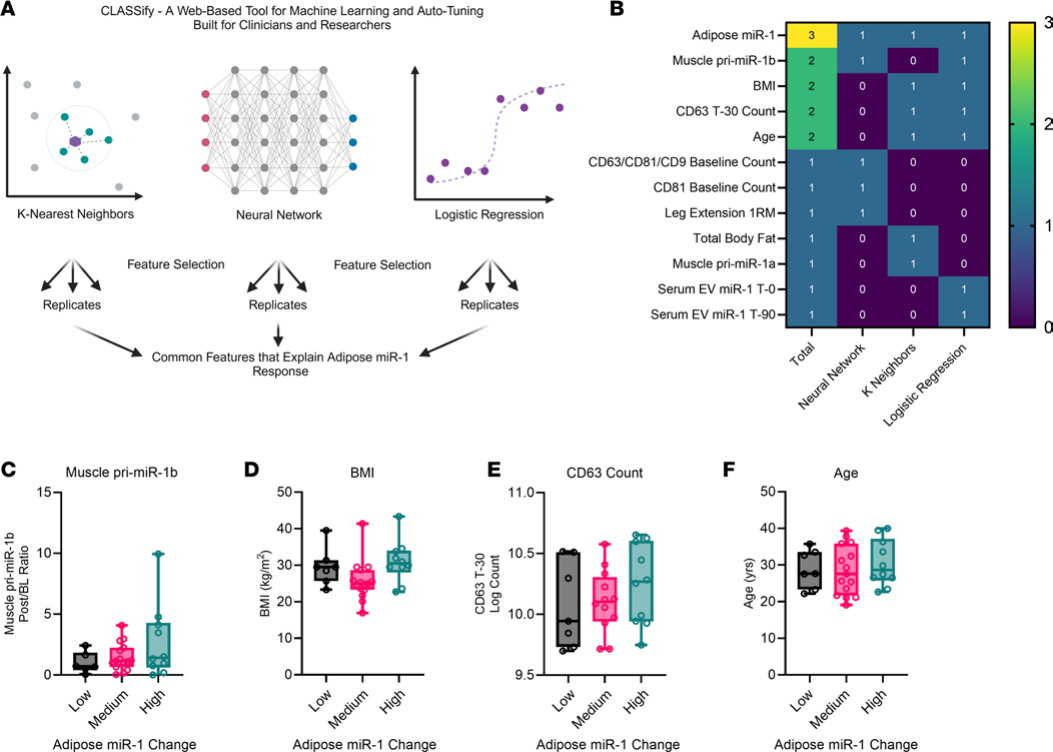
Machine learning identifies CD63 EVs as a major contributor to exercise-induced changes in adipose miR-1. (**A**) Schematic diagram outlining the workflow of CLASSify. (**B**) Nonlinear predictors of the exercise-induced changes in miR-1 levels in adipose tissue identified by 1 or more of the 3 nonparametric models: K-Nearest Neighbors, Neural Network, and Logistic Regression. Participants were divided into low (< 0.5-fold change; *n* = 7), medium (0.5–2.0-fold change; *n* = 15), and high (> 2.0-fold change; *n* = 10) miR-1 based on changes in adipose miR-1 in response to acute exercise. The relationship among exercise-induced changes in adipose miR-1 and (**C**) muscle miR-1 primary transcript 1b (pri-miR-1b), (**D**) BMI, (**E**) CD63 count, and (**F**) age. Data are expressed with min-to-max box plots. BMI, body mass index; BL, baseline; T-0, 0-minute time point; T-30, 30-minute time point; T-90, 90-minute time point.

**Figure 3:**
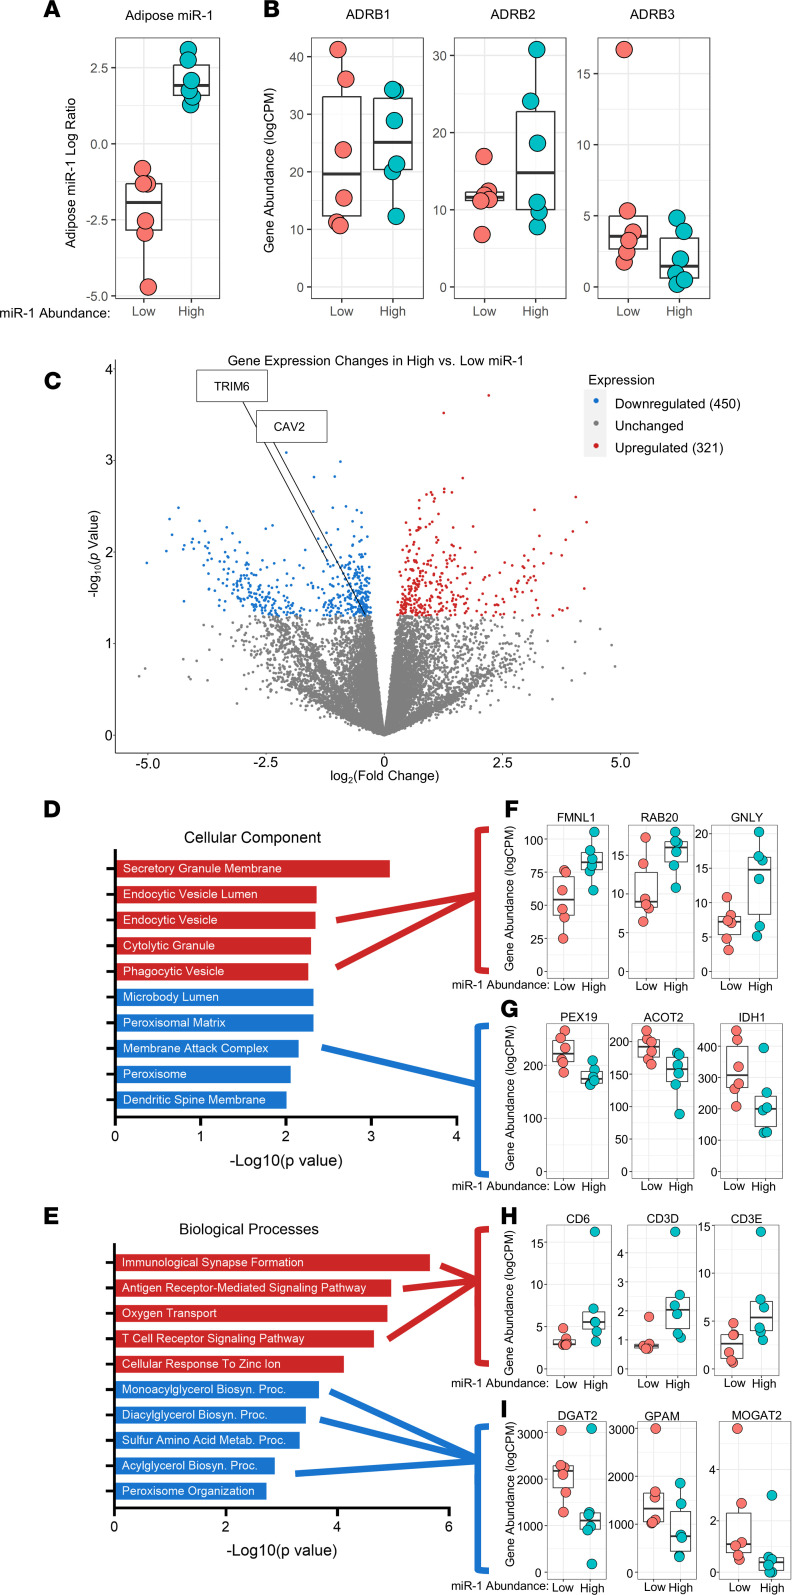
RNA-Seq analyses reveal elevated EV uptake pathways in participants with high adipose miR-1 in response to exercise and identifies potential miR-1 target genes. Expression of (**A**) miR-1, (**B**) β-adrenergic receptor 1 (*ADR-*β1*)*, *ADR-*β*2*, and *ADR-*β*3* in adipose tissue in participants with high (*n* = 6) versus low (*n* = 6) changes in miR-1. (**C**) Comparison of gene expression between high and low miR-1 responders. Gene enrichment analyses for upregulated and downregulated genes (**D** and **E**) with differences in expression levels between high and low miR-1 responders for selected genes (**F**–**I**). Data are expressed with box plots (Data are expressed with box plots displaying the 90th and 10th percentiles at the whiskers). *FMNL,* formin-like 1; *GNLY*, granulysin; *PEX19*, peroxisomal biogenesis factor 19; *ACOT2*, acyl-CoA thioesterase 2; *IDH1*, isocitrate dehydrogenase 1; *DGAT2*, diacylglycerol O-acyltransferase 2; *GPAM*, glycerol-3-phosphate acyltransferase; *MOGAT2*, monoacylglycerol O-acyltransferase 2.

**Figure 4:**
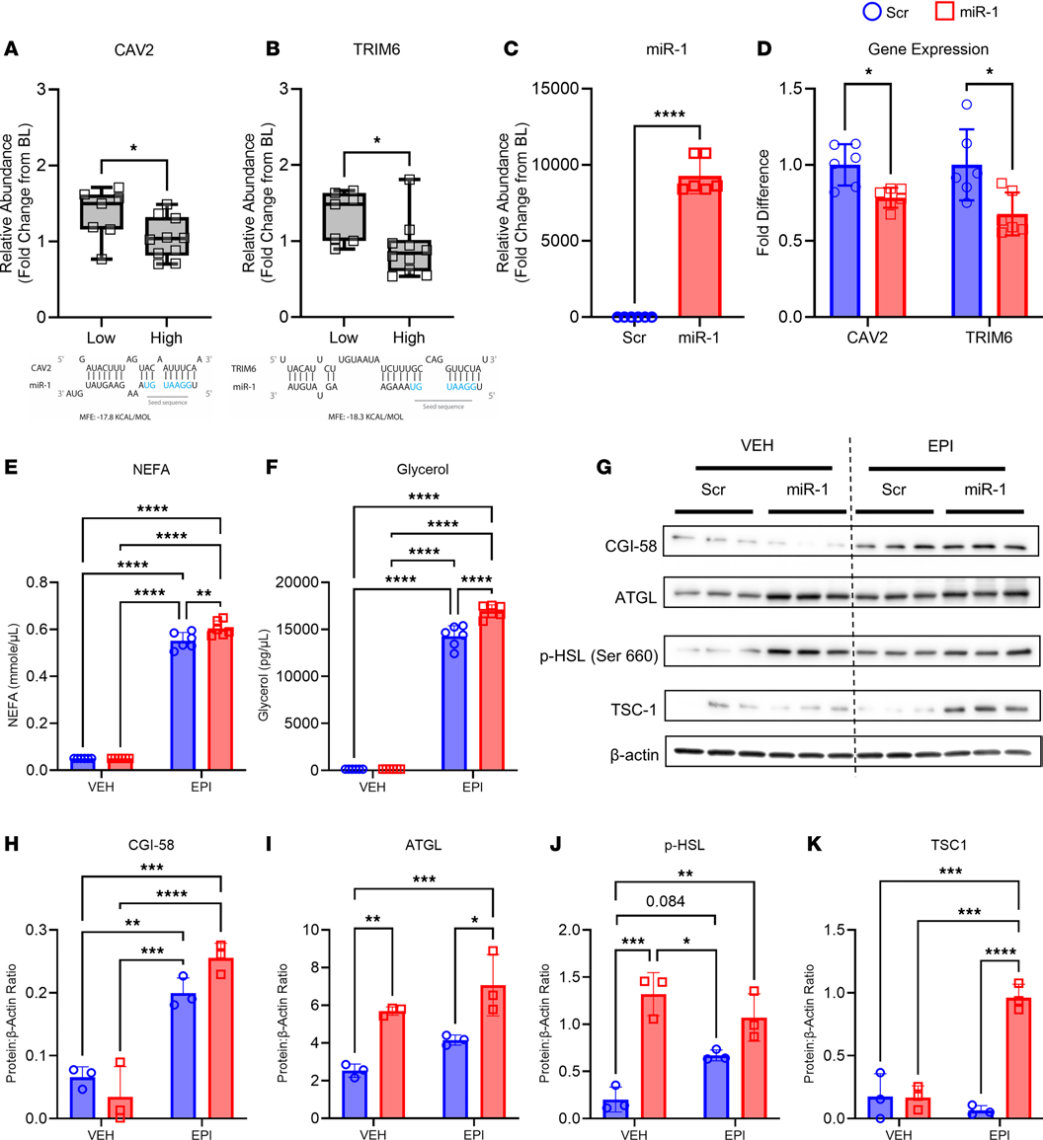
miR-1 targets CAV2 and TRIM6 mRNAs to enhance catecholamine-induced lipolysis. Differences in (**A**) caveolin 2 (*CAV2*) and (**B**) tripartite motif-containing protein 6 (*TRIM6*) expression between participants with high (*n* = 10) versus low (*n* = 7) changes in adipose miR-1 in response to exercise, as well as seed sequence schematic depicting the miR-1 binding affinity for these mRNAs. (**C**) Efficiency of miR-1 transfection as depicted by fold change in miR-1 relative to scrambled control (Scr). (**D**) Changes in *CAV2* and *TRIM6* expression with miR-1 transfection. The abundance of (**E**) Nonesterified fatty acids (NEFAs) and (**F**) glycerol in the media of scrambled control (Scr) and miR-1–transfected human adipose-derived stem cells (ADSCs) treated with vehicle (VEH) or epinephrine (EPI). (**G**) Protein abundance of (**H**) comparative gene identification-58 (CGI-58), (**I**) adipose triglyceride lipase (ATGL), (**J**) phosphorylated hormone-sensitive lipase (p-HSL), and (**K**) tuberous sclerosis protein 1 (TSC1) in Scr and miR-1–transfected ADSCs treated with VEH or EPI normalized to β-actin. Data are expressed as mean ± SD. Unpaired, 1-tailed Mann-Whitney tests were used to compare differences in CAV2 and TRIM6 expression in panel **A** and **B**. 1-tailed Welch’s unpaired *t* tests with Holm-Šidák’s corrections for multiple comparisons as needed were used to compare gene expression in panels **C** and **D**. 2-way ANOVAs with Tukey’s corrections for multiple comparisons were used to compare glycerol, NEFA, and protein levels in panels **E**, **F**, and **H**–**K**. *P < 0.05; **P < 0.01; ***P < 0.001.

# Supplementary material for: Extracellular vesicle transfer of miR-1 to adipose tissue modifies lipolytic pathways following resistance exercise
**Source:** JCI Insight. 2024 Nov 8;9(21):e182589. doi: 10.1172/jci.insight.182589
**Supplement:** Unedited blot and gel images

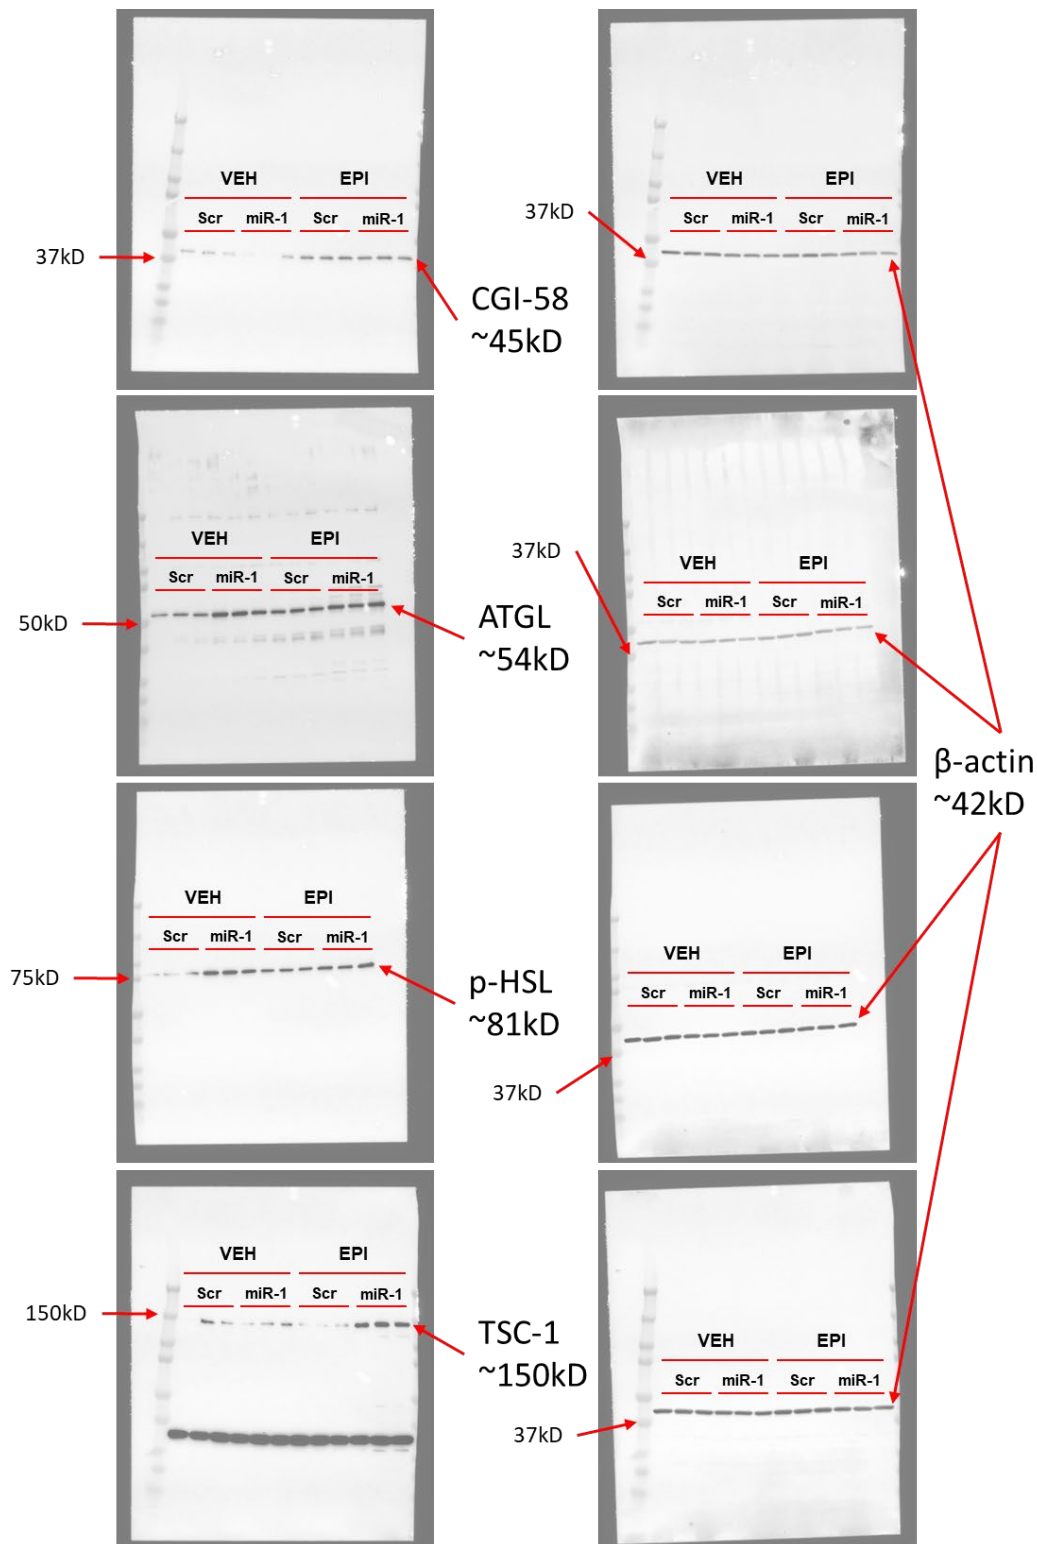

Full unedited images of western blots from Figure 4G. VEH = vehicle; EPI = epinephrine; Scr = scrambled miRNA negative control; CGI-58 = comparative gene identification-58; ATGL = adipose triglyceride lipase; p-HSL = phosphorylated hormone-sensitive lipase; TSC-1 = tuberous sclerosis protein 1.

How the deposited data were processed for this re-analysis (not part of the article)

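RNA was sequenced from adipose biopsies taken after an acute bout of resistance exercise, from 6 participants described by the paper as those with the largest increase in adipose miR-1 (High) and 6 described as those with the largest decrease (Low), 1 library each. That choice was not checked here against the miR-1 values of the participants, and in Fig. 3A, read by eye, it is not certain that the Low group holds the largest decreases. The authors deposited raw whole-number counts of reads per gene, made, according to the header of the deposited table, by featureCounts 1.6.4 over the exons of the RefSeq annotation of GRCh38. Reads were counted without strand and singly, and a read over several genes was counted for each. The recorded command did not ask for multiply mapped reads. Of the counts above 0 in a library 63.3% to 70.4% were even, against 50% for independent reads, so both ends of many fragments were counted. The submitters' processing notes give the genome build as hg38, the alignment was made with STAR, and the version of STAR is not given in the sources used here. The annotation includes alternate loci, so genes with a copy there can lose reads. *HLA-C*, which met the rule for named genes, is not described for that reason and because its count depends on the alleles of each participant. The paper names limma and edgeR for its own comparison.

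Group membership and replicate number came from the sample labels, and the columns of the count table were matched to samples by name. The table holds 49771 genes, 32015 of them with at least 1 read. Totals were 31676893 to 40381360 reads in High and 37467138 to 56905338 in Low, and a chi-square test of the 66 pairs of libraries, run only to find a library entered under 2 labels, found none (smallest chi-square per gene 77.3). Standard errors include both counting error and the spread between participants.

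All statistics were computed in R 4.3.3. Genes were kept by edgeR's expression filter (count minimum 10, total minimum 15), which left 19555, and tested with edgeR 4.0.16 (TMM library sizes, quasi-likelihood F-test, High against Low with no covariate). Counts of genes use an unadjusted P under 0.05, the threshold the paper states, and the Benjamini-Hochberg adjusted P is given beside them. For named genes an exact two-sided permutation test over the 924 assignments of 12 libraries to 6 and 6 was run on log2 CPM (offset 0.5). The 30 lists of genes, pathways and cell type markers, were tested as groups with the camera test of limma 3.58.1 on the signed z-scores of the edgeR test (preset correlation 0.01, and again with an estimated correlation), with Fisher's exact test for members past the unadjusted threshold, and adjusted over the lists. The lists cover acylglycerol synthesis, de novo lipogenesis, lipolysis, caveolae, peroxisome, membrane attack complex, endocytic machinery, phagocytic and endocytic vesicles, EV biogenesis, insulin and mTORC1 signaling, metallothioneins, immediate early genes, interferon response, the nuclear-encoded respiratory chain, mitochondrially encoded genes, reported miR-1 targets, and markers of adipocytes, T cells, NK and cytotoxic cells, B and plasma cells, macrophages, neutrophils, mast cells, erythroid cells, platelets, endothelial cells, pericytes and smooth muscle, fibroblasts and progenitors, skeletal muscle and keratinocytes. Seed matches were sought in the 3′ UTRs of the GENCODE annotation of GRCh38, and the list statistic of genes with a match was set beside that of 209 other words of the same bases.

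Named genes were every gene the paper names, the 8 genes with the smallest P in each direction among those with a mean of at least 1 CPM, a gene symbol and at least 5 of 6 libraries of a group beyond the median of the other, and up to 4 members of each list with the smallest P. The design, the lists, this rule and the alternatives were set before the data were examined, except the use of skeletal muscle expression as a covariate, the removal of the 3 High libraries with most muscle RNA, and the division of counts by 2. The alternatives were DESeq2 1.42.0, limma-voom with and without quality weights, limma-trend, other library size factors, no filter or a filter of 1 CPM in 6 libraries, a robust fit, the replicate number as a block, an estimated correlation between genes, 8-base seed sites, the 3′ UTRs of all coding transcripts, and each library left out in turn.

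The tests were checked on simulated counts drawn from the means, dispersions and library sizes of these 12 libraries, over 19555 genes for the comparison of High with Low. Of 100 genes changed 2-fold, 83% passed the unadjusted and 38% the adjusted threshold, and of 100 changed 4-fold 95% and 82% passed. Of the unchanged genes 4.52% passed the unadjusted and 0.0109% the adjusted threshold. Levels of miR-1 itself, EV counts, qPCR and cell culture values are not in the count table and were not analysed here. Results for some genes are not reported here.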

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

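The tests of the miR-1 host genes, of the T cell score against other scores, and those without High replicates 1, 2 and 6 or with a muscle covariate were chosen after the results were seen. Of 90 groups of 6 values examined, 8 held a library set apart from its group, where chance sets apart about 1 in 20. The mean log2 CPM of the de novo lipogenesis list was 8.47 in Low replicate 3, against a median of 7.68 in the other Low libraries, and that of the endocytic machinery list was 6.57 in the same library, against 6.41. Low replicate 4 had a mean of 6.00 for the insulin and mTORC1 list (median of the others 5.73), of 1.36 for the mast cell list (3.02), and 2.82 for *TRIM6* on the log2 CPM scale (4.15). The endothelial list was at 6.08 in Low replicate 6 (6.88), *CD3D* at 1.20 in Low replicate 1 (0.37), and High replicate 1 had 31677000 reads against 39864000.

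Skeletal muscle genes, which the paper does not discuss in these libraries, summed to 374 CPM in High replicate 1, 221 in High replicate 2 and 222 in High replicate 6, against a highest Low value of 135 CPM. Muscle tissue in the biopsies is a candidate source, since the muscle transcripts *MIR1-1HG* and *MIR133A1HG*, which host miR-1 genes, had more than 3 reads in 2 of these 3 libraries (90, 0 and 26 reads), but Low replicates 2 and 5 also had 4 reads each. In a test of whether skeletal muscle RNA in the High biopsies could underlie the group difference in miR-1, 5 of the 6 High libraries lay above the Low median of muscle CPM. The sum includes genes present in every library, such as *PYGM* (13.7 CPM or more in each), so this count does not measure muscle RNA alone. The paper reports in adipose biopsies of the whole study no change in pri-miR-1b and no detection of pri-miR-1a (Figure 1D), which goes against muscle tissue as the source there, but not for single libraries. Muscle RNA cannot be told apart from transfer of miR-1 to adipose tissue, as the paper proposes, because no miR-1 value per library was analysed here.

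Genes of T cells and of B and plasma cells had median log2 fold changes of 0.96 and 1.08, with calls lost with an estimated correlation (adjusted P = 0.0832 and 0.0606). Blood in the High biopsies may contribute, and the erythroid list had a median log2 fold change of 0.47, with 9 of 10 measured genes above 0. *EPB42*, its only member past the unadjusted threshold, was lower in High (-1.15). The list did not pass the test with edgeR (adjusted P = 0.245, camera, or 0.686 with an estimated correlation). With the preset correlation it did pass with limma-voom, limma-trend and quality weights and without Low replicate 6 (medians 1.08, 1.19, 1.14 and 1.49, adjusted P = 5.5e-05, 5.5e-05, 2.7e-06 and 3.3e-10). The platelet median was 1.20 (adjusted P = 7.2e-04, camera, or 0.163 with an estimated correlation, and 0.248 without High replicates 1, 2 and 6), while the neutrophil list, at 1.53, had 0.08 without High replicate 6. Blood therefore cannot be told apart from lymphocytes in the tissue with these values. Without High replicates 1, 2 and 6 the T cell median was 0.82.

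Adipocyte and de novo lipogenesis genes had median log2 fold changes below 0, with calls lost with an estimated correlation (adjusted P = 0.0958 and 0.141). A lower share of adipocytes may contribute, with an adipocyte median of -0.26, and the acylglycerol synthesis genes do not decide it, because they went both ways (median -0.02, and -0.29 with quality weights) while their summed CPM was lower in High (3413 and 5185, P = 0.0325, exact permutation test). That sum is mostly of abundant genes such as *DGAT2* and *GPAM*, which the paper names from these libraries, so it is not independent evidence. The T cell score minus the endothelial score was 0.83 higher in High (P = 0.123, exact permutation test), which compares 2 other cell types and does not bear on expression within adipocytes. A lower share and a change within adipocytes cannot be told apart here. Without High replicates 1, 2 and 6 the adipocyte median was -0.29, while the log2 fold change of *DGAT2* was -0.19 and that of *GPAM* -0.24.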

How the results depend on the processing

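The muscle covariate, the removal of High replicates 1, 2 and 6, and the division of counts by 2 were chosen after the results were seen. Of 268 values for counts, the lists at the paper's claims and the seed test under the alternatives, 248 kept their side of the threshold (a count: stayed within 1.5 times). So did 3498 of 3907 values for named genes and 621 of 675 for other lists. Among these, values short of the threshold could change direction, as *ADRB1* did from 0.12 to -0.23 with the muscle covariate. Genes past the unadjusted threshold numbered 3589 without the expression filter, with more genes tested, 519 with counts divided by 2 (487 of them among the 524), and 427 to 730 as each library was left out. At the adjusted threshold DESeq2 called 2 genes, and leaving out a library gave 0 or, without Low replicate 2, 1. The vesicle list had an adjusted P of 0.0500 with limma-voom, 0.0374 with limma-trend, 0.0437 with quality weights, 2.0e-05 with the muscle covariate, 0.0124 without High replicates 1, 2 and 6, and 1.9e-05 (without Low replicate 6) to 0.976 (without Low replicate 4) as each library was left out. The cause was not tested for this or the other changes below, except where given. The acylglycerol list ranged from 0.0488 (without High replicate 4) to 0.663 as each library was left out. With an estimated correlation the peroxisome list had 0.112 and the T cell list 0.0832. A larger correlation cannot be the only reason for such changes. The metallothionein list, with an estimated correlation of 0, went from P = 8.9e-08 to P = 2.7e-04 (camera, unadjusted). Of 14 genes the paper calls, 9 passed in its direction, 3 with the muscle covariate, 5 without the 3 libraries, and 4 to 13 as each library was left out (fewest without High replicate 1, most without High replicate 4). Of 25 other lists 11 passed, 7 without the 3 libraries, and 9 to 14 as each library was left out. *GPAT3* turned from 1.79 to -0.54 with the covariate and -0.83 without the 3 libraries. The macrophage list turned lower without High replicate 5 (adjusted P = 0.0473) and ranged from 7.3e-05 (higher, without Low replicate 6) to 0.721, and it was higher with the muscle covariate (3.2e-08) and without the 3 libraries (8.2e-04). The ranges were 1.6e-17 to 6.9e-09 for the T cell list, 1.2e-06 to 8.8e-04 for the peroxisome list, 0.244 to 0.816 for the endocytic machinery list and 0.117 to 0.786 for the seed test.

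The replicate number is shared by different participants, and libraries of the same number did not deviate together (r from -0.0798 to 0.0425, 0 of 6 pairs above 0.1, 1 library closest to its own number). With the number as a block 435 genes passed, 299 of them among the 524, and the adjusted P was 0.00679 for the vesicle list, 0.0363 for the acylglycerol list (median -0.27), 0.0118 for the macrophage list and 1.0e-06 for the erythroid list (median 1.16). A test of single transcripts was not run because the table lists genes. Depth limits low genes, such as *MOGAT2* with 169 reads over the High and 566 over the Low libraries.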

Differences from the paper's values

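The comparisons below use the tests set before the data were examined, apart from those with a muscle covariate or without High replicates 1, 2 and 6, which were chosen after the values were seen. At the paper's stated unadjusted threshold, 202 genes were lower in High, where the paper shows about 450 in Fig. 3C, read by eye. The values came within 1.5 times of the paper's with limma-voom (443), limma-trend (405) and quality weights (419), and without High replicate 3 (312) or High replicate 4 (338). So did that without High replicates 1, 2 and 6 (392), a setting chosen after the values were seen, under which 9 of the 14 genes the paper calls did not pass in its direction. The values did not with DESeq2 (257), RLE factors (201), upper-quartile factors (190), library totals (167), no filter (1883), a filter of 1 CPM (174), a robust fit (206), the replicate block (204), or any other library left out (175 to 284). In both directions together limma-voom gave 768 genes and limma-trend 743, against 771 in the paper. With each of these tests 13 of the 14 genes passed in the paper's direction. The paper names limma and edgeR, and which of their tests it used was not established here.

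Of 14 genes the paper calls higher or lower, 9 passed the unadjusted threshold in that direction with edgeR. The paper calls *ACOT2*, *DGAT2*, *GPAM*, *MOGAT2* and *CAV2* lower, and their log2 fold changes here were -0.35, -0.73, -0.79, -1.41 and -0.38, below 0 but short of the threshold. All but *CAV2* passed it with limma-voom and limma-trend, *DGAT2* with quality weights, *CAV2* with DESeq2, *GPAM* with the replicate block and with no filter, and all 5 without High replicate 4. *ACOT2* also passed without High replicate 2 or Low replicate 6, *GPAM* without High replicate 3, and *CAV2* without High replicate 3 or Low replicate 1 or 4. With the muscle covariate 3 of the 14 passed in the paper's direction, and without High replicates 1, 2 and 6 there were 5.

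The paper states that the β-adrenergic receptors were not different, and *ADRB1* did not pass with edgeR. *ADRB3*, at -1.43, passed the unadjusted threshold with DESeq2, limma-voom, limma-trend, no filter, the replicate block, without any 1 of High replicates 1 and 4 and Low replicates 1 and 5, and with the muscle covariate, chosen after the values were seen. The paper reports endocytic vesicle terms among higher genes, while the vesicle list here did not pass as a group with edgeR (adjusted P = 0.206, camera) and passed with limma-voom, limma-trend and quality weights. Among the higher genes Fisher's exact test of this list, closer to the paper's test, gave P = 0.0107 and an adjusted P of 0.0534. That P rests on *FMNL1*, *RAB20* and *CORO1A*, of which *FMNL1* and *RAB20* were listed because the paper names them. It is therefore not independent evidence for the paper's enrichment. The paper reports the membrane attack complex among lower genes, and the list here had a median log2 fold change of 0.09 (adjusted P = 0.258, camera). This list, with 7 genes measured, is not the paper's term, and camera is not an enrichment test of called genes. The values are therefore not a direct check of that report. The paper reports *TRIM6* as a predicted miR-1 target, and its annotated 3′ UTRs hold 0 matches to the miR-1 seed, while the longest of *CAV2* holds 1. The paper's prediction used miRDB, miRanda and RNAhybrid, so an exact seed match alone does not test it. The paper also reports lower *TRIM6* by qPCR in High participants and in adipocytes with miR-1 overexpression, which were not analysed here.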

Other observations

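The splits of the libraries other than that of the unadjusted count were chosen after the results were seen. Metallothionein genes, which bind zinc and copper, were higher in High, with all 6 measured of the 9 listed above 0, 4 past the unadjusted threshold and 3 adjusted over the list alone (median log2 fold change 0.59, adjusted P = 4.5e-07, camera, or adjusted P = 0.00806 with an estimated correlation). Their sum was 188 ± 27.9 CPM in High and 130 ± 19.3 CPM in Low (SD, n = 6 per group, P = 0.00649, exact permutation test), and 6 of 6 High libraries lay above the Low median. The mean log2 CPM of the list, which weights low genes as much, was 3.37 ± 0.47 in High and 2.87 ± 0.21 in Low, with 5 of 6 above the Low median and High replicate 1 lowest of all 12 libraries at 2.48 (P = 0.0498, exact permutation test, adjusted P = 0.213 over the lists). *MT2A*, *MT1E*, *MT1M* and *MT1X* had log2 fold changes of 0.59, 0.73, 0.62 and 0.48 (P = 0.0195, 0.0130, 0.0152 and 0.0519, exact permutation test), and *MT1X* lost its edgeR call when any 1 of 7 libraries was left out. Skeletal muscle genes lay above 0 in 17 of 20 measured, with 8 past the unadjusted threshold and 5 adjusted over the list alone (median 0.75, adjusted P = 3.1e-11, camera, or adjusted P = 0.0470 with an estimated correlation), and without High replicates 1, 2 and 6 the adjusted P was 0.325. Fibroblast and progenitor genes were higher (median 0.35, adjusted P = 1.9e-04, camera, or 0.163 with an estimated correlation, and 0.0530 without the 3 libraries), with *COL1A1* at 1.06 (P = 0.0346, exact permutation test) and at 0.48 without the 3 libraries, as were platelet genes (median 1.20, adjusted P = 7.2e-04, camera, or 0.163 with an estimated correlation, and 0.248 without the 3 libraries).

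Nuclear-encoded respiratory chain genes lay below 0 in 26 of 27 (median -0.11, adjusted P = 9.6e-04, camera, or 0.549 with an estimated correlation), and 0 passed the unadjusted threshold. The list lost its call without High replicate 1 or 3 or Low replicate 4 (adjusted P = 0.160, 0.117 and 0.0890) and with quality weights or no filter (adjusted P = 0.0800 and 0.164). The lists of erythroid (median 0.47), mast cell (0.19), immediate early (0.21), interferon response (-0.05), mitochondrially encoded (0.05) and keratinocyte genes (-0.26) did not pass the test (adjusted P = 0.245, 0.0638, 0.0506, 0.285, 0.563 and 0.136, camera). With limma-voom the erythroid, mast cell and keratinocyte lists passed (adjusted P = 5.5e-05, 0.0347 and 0.0371), and with DESeq2 the mast cell and immediate early lists (adjusted P = 0.0464 and 0.0396). These calls used the preset correlation, and with edgeR and an estimated correlation the erythroid list had an adjusted P of 0.686 (camera). As single libraries were left out, the erythroid list passed without Low replicate 6 (adjusted P = 3.3e-10), the interferon list without High replicate 4 (0.0147) and the mitochondrially encoded list without High replicate 5 (0.00729). The mast cell list passed without any 1 of High replicates 2 and 3 and Low replicates 2 and 6 (adjusted P from 0.00523 to 0.0426), and the immediate early list without any 1 of High replicates 2 and 4 and Low replicates 1, 2 and 3 (from 0.00200 to 0.0240). Endothelial genes had a median of -0.00 and pericyte and smooth muscle genes one of -0.01, while the statistics of both lists were above 0 (adjusted P = 0.419 and 0.779, camera). In all, 13 of the 30 lists passed, 8 higher and 5 lower, 3 with an estimated correlation and 0 by the adjusted permutation test of the scores. *CEBPA*, a transcription factor of adipocytes named by the paper, had a log2 fold change of -0.53 (P = 0.0442, edgeR, and P = 0.0498, exact permutation test), and lost its edgeR call when any 1 of 8 libraries was left out.

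Of the 462 ways to part the 12 libraries into 6 and 6, 100 were drawn, the real one included. The T cell statistic of 8.18 was reached in 3 splits (highest other 8.37) and the peroxisome statistic of 4.63 in 4 (highest other 5.44), shares not corrected over the lists. As the adjusted permutation P of their scores was 0.213 and 0.195, chance cannot be excluded for these lists. The same holds for the number of genes past the unadjusted threshold, 524, which 70 splits reached, and the highest other number of 2557 points to a structure among the libraries other than the groups. High replicates 1 and 6 lay apart on the first principal component (-130 and -77.9, 16.6% of the variance). Nor could it be excluded for the vesicle list (1.54, 61 splits, highest other 9.53), the endocytic machinery list (0.97, 46 splits, 2.57), the acylglycerol synthesis list (1.21, 34 splits, 3.14), the number of other lists (11, 17 splits, 16) and the seed test (0.32, 88 splits, 3.33). The adjusted count by edgeR was 0 (524 unadjusted, and 2 adjusted with DESeq2), which all 100 splits reach by construction (highest other 1), so the splits say nothing about it.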
